# TDG is a pig-specific epigenetic regulator with insensitivity to H3K9 and H3K27 demethylation in nuclear transfer embryos

**DOI:** 10.1016/j.stemcr.2021.09.012

**Published:** 2021-10-21

**Authors:** Xin Liu, Lu Chen, Tao Wang, Jilong Zhou, Zhekun Li, Guowei Bu, Jingjing Zhang, Shuyuan Yin, Danya Wu, Chengli Dou, Tian Xu, Hainan He, Wei Zhu, Longtao Yu, Zhiting Liu, Xia Zhang, Zhen-Xia Chen, Yi-Liang Miao

**Keywords:** somatic cell nuclear transfer, embryonic genome activation, ULI-NChIP-seq, *TDG*, pig, nuclear reprogramming, histone methylation, DNA methylation, donor cell, maternal-to-zygotic transition

## Abstract

Pig cloning by somatic cell nuclear transfer (SCNT) frequently undergoes incomplete epigenetic remodeling during the maternal-to-zygotic transition, which leads to a significant embryonic loss before implantation. Here, we generated the first genome-wide landscapes of histone methylation in pig SCNT embryos. Excessive H3K9me3 and H3K27me3, but not H3K4me3, were observed in the genomic regions with unfaithful embryonic genome activation and donor-cell-specific gene silencing. A combination of H3K9 demethylase KDM4A and GSK126, an inhibitor of H3K27me3 writer, were able to remove these epigenetic barriers and restore the global transcriptome in SCNT embryos. More importantly, thymine DNA glycosylase (TDG) was defined as a pig-specific epigenetic regulator for nuclear reprogramming, which was not reactivated by H3K9me3 and H3K27me3 removal. Both combined treatment and transient *TDG* overexpression promoted DNA demethylation and enhanced the blastocyst-forming rates of SCNT embryos, thus offering valuable methods to increase the cloning efficiency of genome-edited pigs for agricultural and biomedical purposes.

## Highlights

• Identification of reprogramming-resistant genes and regions in porcine SCNT embryos
• H3K9me3 and H3K27me3 are enriched in reprogramming-resistant genes and regions
• Removing H3K9me3 and H3K27me3 by *KDM4A* and GSK126 facilitates nuclear reprogramming
• Transient *TDG* overexpression promotes DNA demethylation and improves reprogramming

## Introduction

Pig cloning by somatic cell nuclear transfer (SCNT) holds great promise for agriculture and biomedicine and has been widely employed to produce genome-edited pigs for breed improvement (Xu et al., 2020a; Zheng et al., 2017), human disease research (Yan et al., 2018; Zhang et al., 2018), and organ donation (Niu et al., 2017; Yue et al., 2020). For example, by deleting *CD163* and *pAPN* in donor cells, cloned pigs exhibited resistance to porcine viruses such as PRRSV, TGEV, and PDCoV (Xu et al., 2020a). In addition, PERVKO·3KO·9TG recloned pigs were created for safe and efficient xenotransplantation, which carries 3KO to eliminate xenoantigens, 9TG to enhance immunological compatibility to humans, and PERVKO to prevent viral transmission (Yue et al., 2020). However, despite tremendous efforts over the last two decades, such as modulating embryonic epigenetic modifications (Zhao et al., 2010) and knocking out *XIST* in donor cells (Ruan et al., 2018), the birth of full-term cloned pigs remains inefficient (< 3%). Notably, SCNT embryos still exhibit a developmental block during the maternal-to-zygotic transition (MZT), which is considered the consequence of incomplete epigenetic reprogramming in somatic genomes.

In mouse cloning, this incomplete reprogramming has been successfully rectified. Histone 3 lysine 9 trimethylation (H3K9me3) was the first confirmed epigenetic barrier to prevent MZT. Overexpression with H3K9 demethylases in SCNT embryos, such as lysine-specific demethylase 4D (KDM4D) and KDM4B, was able to improve embryonic genome activation (EGA) and the blastocyst rate (∼90%) (Liu et al., 2016; Matoba et al., 2014). Another repressive mark, H3K27me3, turned out to be more complicated. Injection of either *KDM6A* mRNA or *KDM6B* small interfering RNA reduced H3K27me3 enrichments in two-cell embryos and promoted blastocyst formation (Yang et al., 2018). A previous report also demonstrated that H3K4me3 impeded *Xenopus* nuclear reprogramming by maintaining the transcriptional memory of somatic cells (Hormanseder et al., 2017). However, anomalous H3K4me3 might not lead to the EGA arrest of mouse SCNT embryos (Liu et al., 2016). Before histone methylation resetting, DNA hypermethylation was identified in mouse cloning without an effective rescue approach (Tsuji et al., 2009; Yang et al., 2007). Recently, knocking down of DNA methyltransferase was determined to improve mouse cloned EGA and the blastocyst rate, and this rate was even higher (> 95%) when combined with histone demethylase overexpression (Gao et al., 2018). All these studies inspired us to investigate epigenetic barriers and defective factors during pig cloned MZT, which previously have not been comprehensively elucidated.

In the present study, we combined RNA sequencing (RNA-seq), ultra-low-input native chromatin immunoprecipitation sequencing (ULI-NChIP-seq), and whole-genome bisulfite sequencing (WGBS) to investigate histone modification and DNA methylation on the donor genome in pig SCNT embryos. More importantly, insufficient activation of thymine DNA glycosylase (TDG), a DNA demethylation regulator specifically expressed during the pig MZT, was defined as a novel barrier for nuclear reprogramming. Taken together, our study reveals a unique interplay between histone modification and DNA methylation in pig nuclear reprogramming and provides effective methods to overcome multiple epigenetic barriers in this process.

## Results

### Identification of reprogramming-resistant genes and regions in pig SCNT embryos

Large-scale analyses of the embryonic transcriptomes have reported different MZT timing between *in vivo*-fertilized (IVO) embryos (four-cell stage) and SCNT embryos (eight-cell stage) (Cao et al., 2014a; He et al., 2019). Here, we investigated the RNA-seq profiles of two- to eight-cell IVO embryos (IVO2c, IVO4c, IVO8c), four- to eight-cell SCNT embryos (SCNT4c, SCNT8c), and the donor pig fetal fibroblasts (PFF) (Table S1). Both hierarchical clustering and principal component analysis (PCA) (Figures S1A and S1B) indicated that the transcriptional patterns of SCNT8c, but not SCNT4c, were close to IVO4c, reconfirming the MZT delay in SCNT embryos. Nevertheless, 93.4% of SCNT embryos displayed a developmental block at the four-cell stage when treated with transcriptional inhibitor α-amanitin (Table S2), indicating that the newly synthesized RNA of SCNT4c is critical for the subsequent cleavage. Thus, we decided to analyze the transcriptional difference between IVO and SCNT embryos at the same four-cell stage.

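RNA-seq libraries of PFF, SCNT4c and SCNT8c were analysed here, with 3 libraries in each group. The IVO embryos were not analysed here. PFF are the cultured fibroblasts whose nuclei were transferred, and each SCNT library came from a pool of 30 embryos. According to the methods, cDNA was amplified with a SMARTer kit and sequenced as paired 150-bp reads. The authors trimmed the reads, aligned them to the pig genome Sscrofa11.1 with STAR, kept uniquely mapped reads, assembled transcripts with StringTie and counted reads on each feature with HTSeq. The deposited values are these counts divided by a factor for each library, so they are a normalized signal and not whole reads. In every library, 100% of the values were whole multiples of the value of 1 read, which gave back the reads behind them. Recovered reads ranged from 22224949 to 22868038 in PFF (median 22832560), from 20460653 to 22530486 in SCNT4c (median 22319233) and from 18083559 to 19549670 in SCNT8c (median 18086820). The paper's Table S1 gives means of 19685680, 25089207 and 18541774 uniquely mapped reads for the same groups, and the values here rest on the recovered reads. The recovered means of PFF (22641849) and SCNT8c (18573350) were above those of Table S1. Reads counted on features should not exceed the mapped reads, so the 2 sources may not describe the same reads. After 241 repeated entries were removed, the table held 43294 features, of which 28224 were known genes and 15070 were assembled transcripts without gene name. Features with a mean of at least 10 were tested with limma on log2(value + 1). A feature counted as changed when its Benjamini-Hochberg adjusted p was under 0.05 and its fold change was above 2. Fold changes on this scale understate the change of features with low values. The labels number the SCNT4c samples in conflicting ways, so the numbers of these 3 libraries were not used and they are called a, b and c. The paper's text and the labels name no sequencing batch.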

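Across 19950 features, the log2 values of the SCNT8c and SCNT4c libraries correlated with a mean Pearson r of 0.819 over 9 pairs (range 0.742 to 0.889; mean Spearman rho 0.810). These correlations are across features, which are not independent replicates. The SCNT4c libraries correlated with each other at a mean r of 0.899 and the SCNT8c libraries at a mean r of 0.824. SCNT8c replicate 3 correlated with the SCNT4c libraries at a mean r of 0.872, but with SCNT8c replicates 1 and 2 at 0.823 and 0.765. PFF stood far from both stages, with a mean r of 0.259 with SCNT4c and 0.362 with SCNT8c. In a fit of the 12 SCNT embryo libraries of the study, 1096 of 18942 features differed between SCNT8c and SCNT4c. Of these, 497 were higher and 599 were lower in SCNT8c. The replicates of the 2 groups did not overlap for 23.5% of the tested features, where chance gives 10%. This count depended on the setting more than any other comparison of the embryos. A fit of the 2 groups alone called 0 features, with 3582 at an unadjusted p under 0.05. Leaving out SCNT8c replicate 3 raised the count to 6133, and leaving out SCNT4c library b lowered it to 31. Among the largest rises in SCNT8c were those of *VPREB3*, *B3GALT1*, *HEBP1* and *TUBB4A*, with log2 fold changes of 4.13 to 5.62. The largest falls were those of *GRM2*, LOC110255536, *RTL4*, LOC102164525 and *HRH1*, with log2 fold changes of -6.50 to -5.45. Adjusted p-values of these 9 genes lay between 0.0112 and 0.0438 in limma, and between 0.198 and 0.201 in the fit of the 2 groups alone, where none passed. From the distances of SCNT8c and SCNT4c to IVO4c, the paper concludes that the MZT is delayed in SCNT embryos.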

By comparative analysis, 3,070 differentially expressed genes (DEGs) (fold change [FC] > 3, fragments per kilobase of exon per million mapped fragments [FPKM] > 5 in IVO4c, p < 0.05) were highly expressed in IVO4c compared with IVO2c, termed EGA-ON genes (Figure S1C and Table S3). Among these, 734 and 1,106 genes were fully (FC ≤ 2, IVO4c versus SCNT4c) and partially (2 < FC ≤ 5) activated in SCNT4c, while 1,230 genes failed to be activated (EGA-OFF; FC > 5). Gene ontology (GO) analysis suggested that SCNT4c displayed competence for maternal mRNA decay and the defects for activating genes enriched in DNA-dependent transcription (Figure S1D). Next, 4,947 downregulated DEGs were identified in IVO4c compared with PFF (FC > 3, FPKM > 5 in PFF, p < 0.05), termed PFF-OFF genes (Figure S1E and Table S3). Most genes were fully (3,678; FC ≥ 5, PFF versus SCNT4c) and partially (740; 2 ≤ FC < 5) decreased in SCNT4c, which are implicated in the Wnt signaling pathway, cell junction, and epithelium morphogenesis. 

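For the comparison of PFF with SCNT4c, the 6 libraries of the 2 groups were fitted alone, because cultured cells and embryo pools can differ in their spread. Of 19287 features tested with limma, 15083 changed, of which 7662 were higher and 7421 were lower in SCNT4c. The replicates did not overlap for 84.5% of the features, against 10% by chance. The alternative that moved this count most was a minimum mean of 50, under which 10020 of 12133 features changed. The share of changed features that were higher, 50.8%, ranged from 42.9% with this minimum to 60.6% with DESeq2 on the recovered reads. A total of 9653 features had a mean of at least 50 in PFF and were sorted by the ratio of the group means. Their value was lower in SCNT4c by 5-fold or more for 4828 (50.0%) and by 2- to 5-fold for 1640 (16.99%). With each library left out in turn, the first class held 4783 to 4935 features and the second 1594 to 1653. These classes have no IVO4c step, which the paper's classes include, and they carry no test of their own.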

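The remaining 3185 of the 9653 features were lower in SCNT4c by less than 2-fold, or were not lower at all. This class held 3124 to 3240 features with each library left out in turn. With a minimum mean of 10 in PFF in place of 50, it grew to 5484 of 13854 features.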

Only 529 genes (PFF-ON; FC < 2) were still highly expressed during cloned MZT, and were partially involved in DNA damage response and protein ubiquitination (Figure S1F).

To comprehensively dissect the difference of protein-coding and non-coding transcripts, we also performed a sliding window strategy as previously reported (Chung et al., 2015; Matoba et al., 2014). Compared with IVO2c, IVO4c harbored 2,704 EGA-ON genomic regions (FC > 5, reads of exon per million mapped reads [RPM] > 10 in IVO4c, p < 0.01) (Figure 1A and Table S4). Among these, 708 regions were fully activated (FC ≤ 2, IVO4c versus SCNT4c), 1,251 regions were partially activated (2 < FC ≤ 5), and 745 regions were deficiently activated in SCNT4c (EGA-OFF; FC > 5). We also identified 3,380 PFF-OFF regions that were silenced in IVO4c compared with PFF (FC > 5, RPM > 10 in PFF, p < 0.01) (Figure 1B and Table S4). Among these, 589 regions kept their expression levels in SCNT4c as those in PFF (FC < 2, PFF versus SCNT4c), termed PFF-ON regions. Meanwhile, 1,721 and 1,070 regions were fully (FC ≥ 5) or partially (2 ≤ FC < 5) restored to the transcriptional quiescence state in SCNT4c. Here, all these EGA-OFF/PFF-ON genes and regions are termed “reprogramming-resistant genes and regions” in SCNT4c.

**Figure 1:**
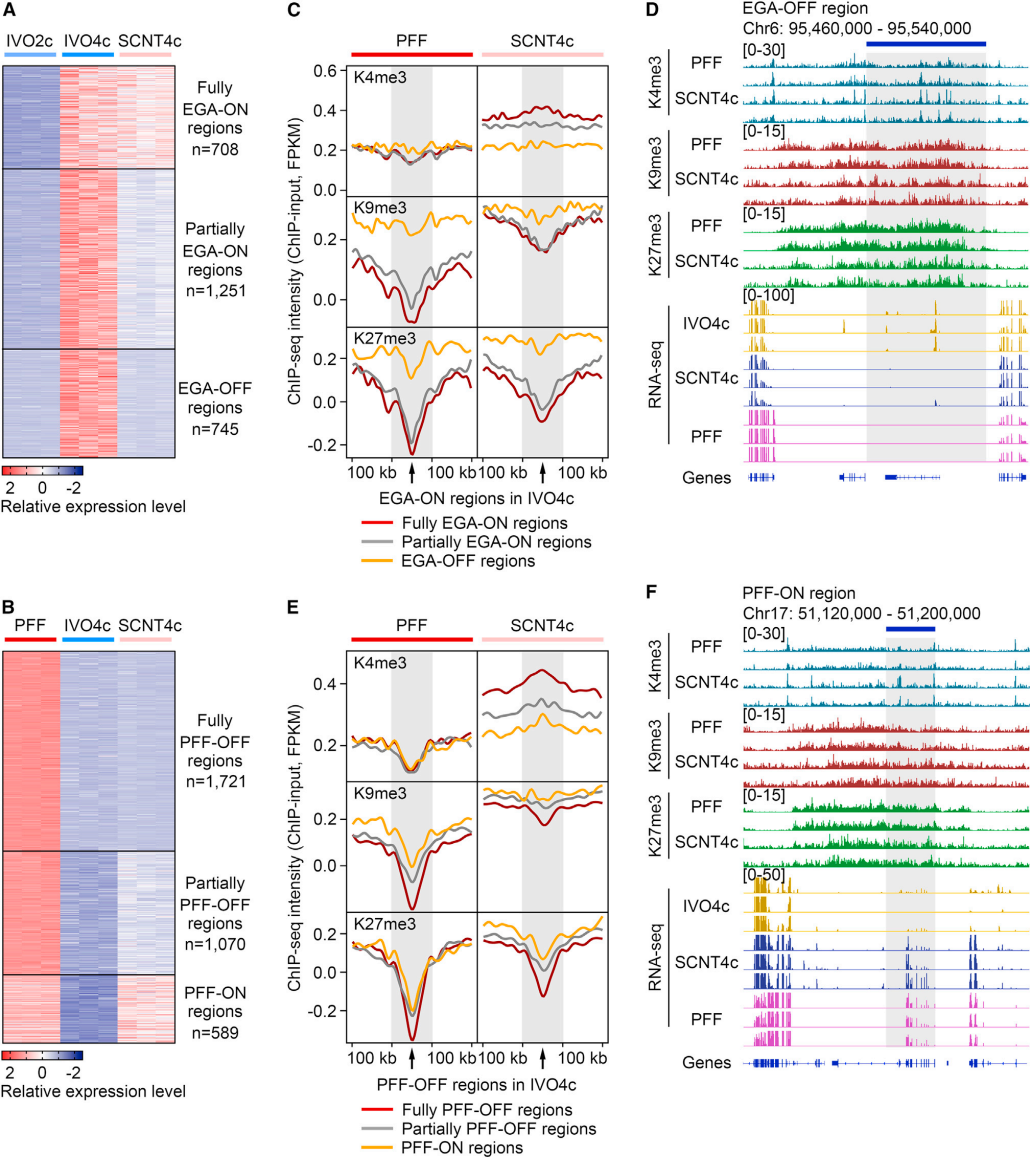
Reprogramming-resistant regions are enriched for H3K9me3 and H3K27me3 (A and B) Heatmaps showing the expression levels of EGA-ON regions (A) and PFF-OFF regions (B) in IVO4c. Each row represents the normalized RPM of a region and each column represents a replicate. EGA-ON regions, ranging from 50 to 575 kb, are classified into three groups based on the fold change (FC) in expression differences between IVO4c and SCNT4c (Fully EGA-ON, FC ≤ 2; Partially EGA-ON, 2 < FC ≤ 5; EGA-OFF, FC > 5). PFF-OFF regions, ranging from 50 to 560 kb, are classified into three groups based on their expression differences between PFF and SCNT4c (Fully PFF-OFF, FC ≥ 5; Partially PFF-OFF, 2 ≤ FC < 5; PFF-ON, FC < 2). (C and E) ChIP-seq intensity of H3K4me3, H3K9me3, and H3K27me3 are shown within EGA-ON/OFF (C) and PFF-ON/OFF (E) regions, and their 100-kb flanking regions. Read counts are normalized by input, total mapped reads, and region length. (D and F) Genome browser view of H3K4me3, H3K9me3, and H3K27me3 enrichments and transcriptional levels in the representative EGA-OFF (D) and PFF-ON (F) regions. See also Figure S2; Tables S1 and S4.

### EGA-OFF regions are enriched for H3K9me3 and H3K27me3 in SCNT embryos

Having ascertained reprogramming-resistant genes and regions in SCNT4c, we then asked whether their anomalous expression patterns are stabilized by epigenetic modifications from donor cells. Therefore, we performed ULI-NChIP-seq on PFF and SCNT4c with 200 cells, and generated the genome-wide maps of H3K4me3, H3K9me3 and H3K27me3 (Table S1). Strikingly, compared with the chromatin immunoprecipitation sequencing (ChIP-seq) using 10e7 PFF (Gao et al., 2019), over 70% of H3K4me3 peaks were detected in our low-input ChIP-seq data (Figures S2A and S2B). The correlation coefficients between two replicates ranged from 0.85 to 0.98 (Figure S2C), indicating the high reproducibility of this procedure.

We first assessed the histone methylation on EGA-ON/OFF regions. As shown in Figure 1C, the ChIP-seq intensities of all three marks in PFF were obviously higher on EGA-OFF regions compared with those on EGA-ON regions. Notably, EGA-OFF regions still preserved H3K9 and H3K27 hypermethylation in SCNT4c, suggesting that these two modifications are pre-existing epigenetic barriers for cloned EGA. A representative region shows the H3K9me3 and H3K27me3 depositions in PFF and SCNT4c with unfaithful gene activation in SCNT4c (Figure 1D). Simultaneously, EGA-OFF regions were deficiently enriched for H3K4me3 in SCNT4c (Figure 1C), suggesting that H3K4 hypomethylation is also responsible for EGA failure. We next determined the chromatin structures of EGA-ON/OFF regions by analyzing the distributions of protein-coding genes and repetitive sequences. As expected, EGA-OFF regions contained relatively few genes compared with EGA-ON regions, and they were enriched for repetitive sequences such as LINE and LTR (Figures S2D and S2E). These findings indicate that EGA-OFF regions are generally located in heterochromatin regions, which prevents transcriptional activation of the donor genome.

### PFF-ON genes and regions are not involved in excessive H3K4me3 in SCNT embryos

By further assessing the histone methylation on PFF-ON/OFF regions, no difference in H3K4me3 was detected among these regions in PFF, and its enrichments were even lower on PFF-ON regions in SCNT4c (Figure 1E). Moreover, except for H3K27me3 in PFF between partially PFF-OFF and PFF-ON regions, H3K9me3 and H3K27me3 levels in PFF and SCNT4c were significantly higher on PFF-ON regions than those on PFF-OFF regions (Figure 1E), an example of which is shown in Figure 1F. Since H3K9me3 and H3K27me3 are associated with gene repression (Dambacher et al., 2010), we thus wondered whether transcriptional activation still occurred in these H3K9me3/H3K27me3-marked regions. Perhaps PFF-ON regions also possess heterochromatin features to maintain the leaky expression from PFF (Saksouk et al., 2015; Vanrobays et al., 2017), because we confirmed that PFF-ON regions were also relatively gene-poor regions enriched with LINE and LTR (Figures S2D and S2E).

Recently, donor-cell-specific genes expressed in *Xenopus* SCNT embryos have been reported to exhibit H3K4me3 hypermethylation on their transcription start sites (TSSs) (Hormanseder et al., 2017). However, PFF-ON genes in pigs exhibited the lowest H3K4me3 enrichments around their TSSs (±5 kb) in PFF and SCNT4c when compared with PFF-OFF genes, while EGA-OFF genes only exhibited relatively low H3K4me3 enrichments in PFF when compared with fully EGA-ON genes (Figures 2A–2D). Meanwhile, high levels of H3K9me3 and H3K27me3 were observed around the TSSs of EGA-OFF/PFF-ON genes (Figures 2A–2D), consistent with the results of EGA-OFF/PFF-ON regions. Taking these data together, we propose that PFF transcriptional profiles preserved in SCNT4c are stabilized by H3K9me3 and H3K27me3, but not H3K4me3.

**Figure 2:**
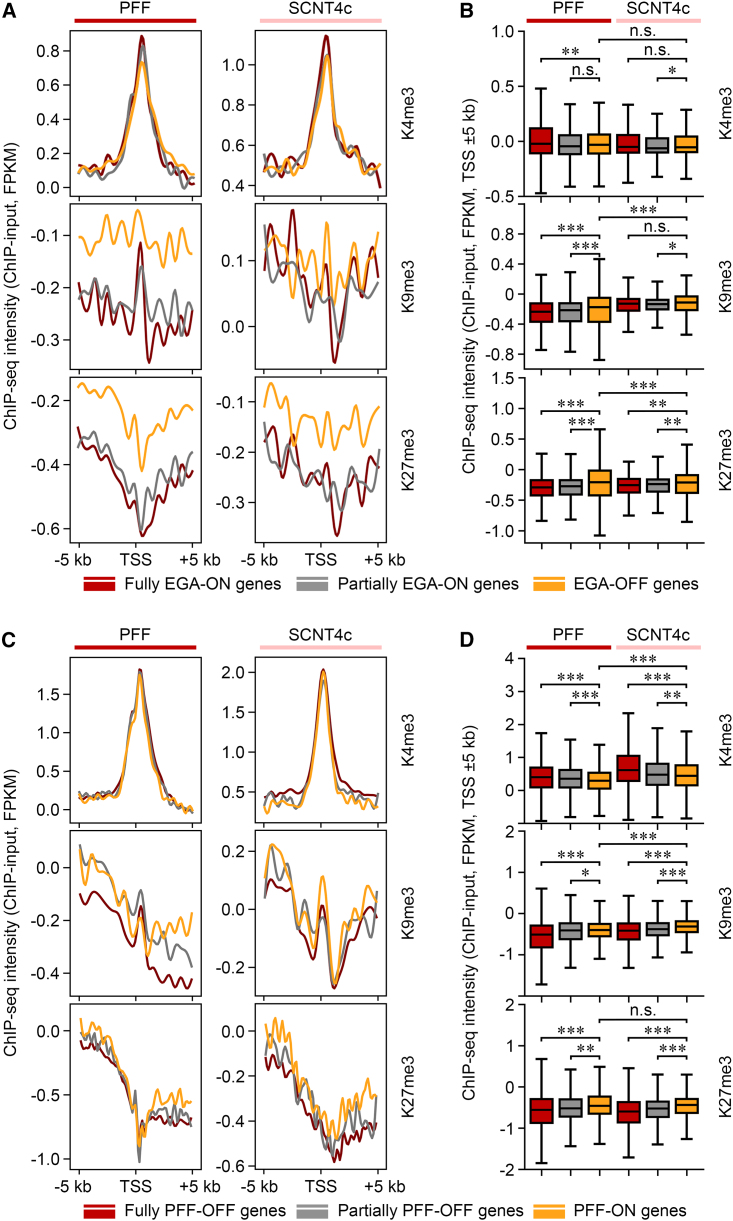
Reprogramming-resistant genes are enriched for H3K9me3 and H3K27me3 around their TSSs (A and C) ChIP-seq intensity of H3K4me3, H3K9me3, and H3K27me3 are shown around the transcription start sites (TSSs; ±5 kb) of EGA-ON/OFF (A) and PFF-ON/OFF (C) genes. Read counts are normalized by input and total mapped reads. (B and D) Box plots comparing the average intensity of H3K4me3, H3K9me3, and H3K27me3 around the TSSs (±5 kb) of EGA-ON/OFF (B) and PFF-ON/OFF (D) genes. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001; n.s., not significant; two-tailed Student's t test. Reads counts are normalized by input and total mapped reads. See also Figure S1 and Table S3.

### *KDM4A* overexpression and GSK126 incubation improve SCNT developmental potential

To overcome aberrant H3K9 and H3K27 methylation on EGA-OFF/PFF-ON regions, we injected 1,000 ng/μL mRNA encoding the pig histone demethylases, KDM4A and KDM6A, into one-cell SCNT embryos (Figure S3A and Table S6). Global histone modifications were then determined by immunofluorescence in SCNT4c (Figures S3B and S3C). In the control group, 100% and 65.2% of embryos were positively stained with H3K9me3 and H3K27me3, respectively. These percentages were decreased to ∼5%–10% when embryos were injected with *KDM4A* and *KDM6A* individually or in combination (Figure S3C). Nonetheless, compared with the controls (16.6%), *KDM6A* injection showed no improvement on blastocyst formation (19.5%), and even impaired the beneficial effect of *KDM4A* (27.5%) when both mRNAs were injected (15.3%) (Figures S3D and S3E; Table S2). Thus, we decided to find another approach to reduce H3K27me3.

Suppression of EZH2 activity, the methyltransferase responsible for establishing H3K27me3, also contributed to nuclear reprogramming (Xie et al., 2016; Zhou et al., 2019). Hence, an EZH2-specific inhibitor, GSK126, was used during cloned MZT (Figure 3A). As shown in Figures 3B and 3C, the majority of embryos (85.8%) exhibited no H3K27me3 staining when they were treated with 0.1 μM GSK126 for 48 h. More importantly, comparable blastocyst rates were observed in the GSK126-treated (24.7%) and *KDM4A*-injected groups (26.8%), and this rate was even higher when combining these two methods (33.5%) (Figures 3D and 3E; Table S2). Blastocyst quality was then evaluated by SOX2 immunostaining and TUNEL assay. The results revealed a significant increase of total cell number and inner cell mass cell number in the experimental group, while the number of apoptotic cells showed no decline (Figures S3F and S3G). Furthermore, the experimental group also showed an increased outgrowth colony-forming number with alkaline phosphatase-positive staining (Figures 3F and 3G), suggesting its improved competence for post-implantation development.

**Figure 3:**
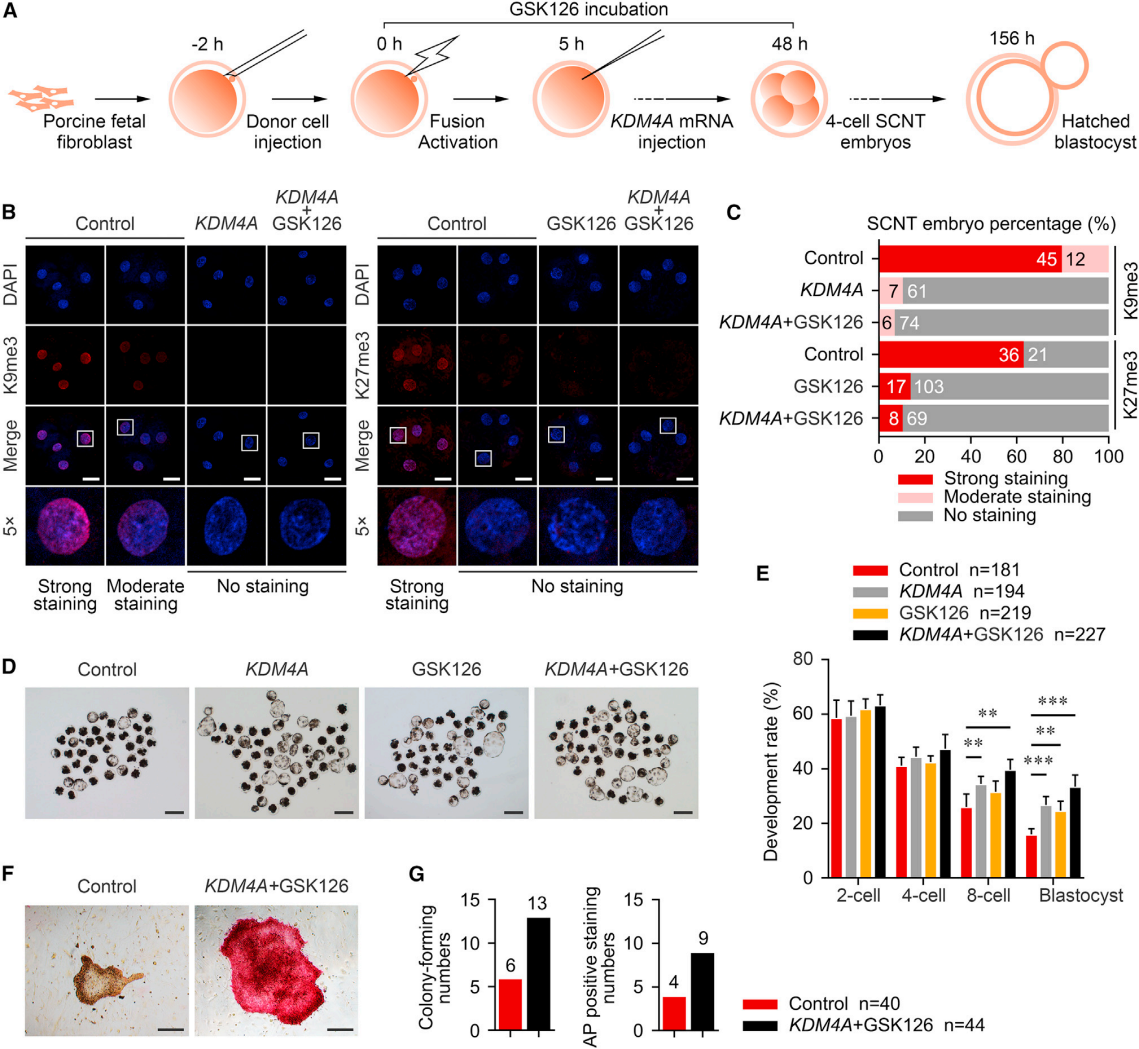
*KDM4A* + GSK126 treatment improves SCNT embryonic development (A) Experimental design of the treatment procedure. SCNT embryos were injected with *KDM4A* mRNA at 5 h after activation, or treated by GSK126 at 0–48 h. (B) Immunostaining of H3K9me3 and H3K27me3 (red) and DNA (blue) in SCNT4c derived from 1,000 ng/μL *KDM4A*-injected, 0.1 μM GSK126-treated, combined-treated, and non-treated groups. One of the nuclei in SCNT4c is magnified 5-fold. Scale bars, 50 μm. (C) Bar plot showing the percentage of SCNT4c with positive H3K9me3 and H3K27me3 staining and no staining in different groups. Numbers of the total embryos analyzed from 3 to 5 replicates are shown in the bars. (D) Representative images of different groups after culturing for 6.5 days *in vitro*. Scale bars, 200 μm. (E) Bar plot showing the development rates in different groups. Error bars represent the SD. Numbers of the total embryos analyzed from five replicates are shown in the legend. ^∗∗^p < 0.01, ^∗∗∗^p < 0.001; two-tailed Student's t test. (F) Representative images of outgrowth colonies in combined-treated group with alkaline phosphatase (AP)-positive staining and non-treated group with AP-negative staining. Scale bars, 200 μm. (G) Bar plots comparing the colony-forming and AP-positive staining numbers in combined-treated and non-treated groups. Numbers of the total blastocysts analyzed from five replicates are shown in the legend. See also Figure S3 and Table S2.

### Combination of *KDM4A* and GSK126 restores the transcriptome of SCNT embryos

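Libraries of SCNT4c-KG were made from pools of 30 embryos, with 3 libraries in the group. *KDM4A* mRNA, which encodes an H3K9me3 demethylase, had been injected at 1000 ng/µl 5 h after activation, and GSK126, an inhibitor of the H3K27 methyltransferase EZH2, had been given at 0.1 µM for 48 h. Recovered reads ranged from 12354649 to 15390472 (median 12641327), fewer than in any other group. The mean was 13462149 recovered reads, while the paper's Table S1 gives a mean of 38900097 uniquely mapped reads. Values are means of the normalized signal with their SD, and each fold change comes from a limma fit of the 12 libraries of the 4 SCNT embryo groups, which share one estimate of the spread. The labels of the SCNT4c-KG samples also carry names that the table uses for untreated columns, so the samples were assigned by their titles. *KDM4A* lies on chromosome 6 of Sscrofa11.1 from 167597954 to 167642381 on the minus strand. Its value was 194 ± 103 (SD, n = 3) in SCNT4c and 1448 ± 24.9 (SD, n = 3) in SCNT4c-KG. The log2 fold change was 3.01 (standard error 0.48, limma adjusted p = 0.00022) and lay between 2.80 and 3.41 across the alternatives. Every SCNT4c-KG library was above every SCNT4c library (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow). The value in PFF was 5005 ± 125.9 (SD, n = 3). *EZH2*, on chromosome 9 from 109384976 to 109450943, rose from 333 ± 16.5 to 1062 ± 168, a log2 fold change of 1.66 (standard error 0.38, limma adjusted p = 0.00319). It was 1124 ± 122 (SD, n = 3) in SCNT4c-TDG (log2 fold change 1.75, limma adjusted p = 0.00247) and 816 ± 382 (SD, n = 3) in SCNT8c (1.15, 0.0747).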

To determine the effects of *KDM4A* + GSK126 treatment, we performed RNA-seq of combined-treated SCNT4c (SCNT4c-KG). 

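Over the same features as for SCNT8c, the SCNT4c-KG libraries correlated with each other at a mean r of 0.875. Their mean r with SCNT4c was 0.707 (range 0.671 to 0.737 over 9 pairs) and their mean r with SCNT8c was 0.724 (range 0.703 to 0.755), so the 2 ranges overlapped. With a pseudocount of 10 in place of 1, the means were 0.770 and 0.794. A total of 7054 of 18942 features changed in SCNT4c-KG against SCNT4c in limma, with 3335 higher and 3719 lower. The replicates of the 2 groups did not overlap for 53.9% of the features. Between 5356 and 7871 features changed under the alternatives, the lowest with a minimum mean of 50 and the highest in a fit of the 2 groups alone. Leaving out single libraries gave 5469 to 6252. The share that was higher, 47.3%, ranged from 43.6% with the same total in each library to 53.5% without SCNT4c library a. The largest rises were those of LOC100520817, *ACADM*, *NDUFA11*, a histidine tRNA gene (TRNAH-GUG) and *ZC3H10*, with log2 fold changes of 8.30 to 8.62. *ACADM* went from 1.94 ± 0.486 (SD, n = 3) to 1146 ± 263 (SD, n = 3) and *NDUFA11* from 15.7 ± 6.99 to 5697 ± 1885. The largest falls were those of LOC110260860, LOC110257662, LOC110257936, LOC102162715 and LOC110261475, with log2 fold changes of -7.38 to -6.71. The values of these 5 genes in SCNT4c were 111 to 311, and 3 of them were listed at 0 in all SCNT4c-KG libraries. All 10 genes kept an adjusted p under 0.05 in every alternative that gave them a value.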

The hierarchical clustering and PCA analysis results revealed that the transcriptional patterns of SCNT4c-KG were close to IVO4c, but different from SCNT4c (Figures 4A and 4B). 

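The paper's lists of EGA-OFF and PFF-ON genes need the IVO embryos, and the part of Table S3 used here holds 1998 EGA-ON genes where the paper's text gives 3070. No test was therefore run on these lists. As a related measure that needs no IVO embryo, 153 features were taken that had a mean of at least 50 in PFF, stood more than 3-fold higher in PFF than in SCNT8c and stood less than 2-fold higher in PFF than in SCNT4c. Of these, 63.4% ± 1.64 (SD over the SCNT4c-KG replicates, n = 3) were lowered more than 2-fold in SCNT4c-KG. Over all 9653 features at this level in PFF, 29.9% were lowered. These include features already far lower in SCNT4c, so they are not a matched comparison. Selecting features and measuring their fall on the same SCNT4c libraries raises this share. With features selected on a single SCNT4c library, 63.9% were lowered against the same library and 46.9% against another library. With each library scaled to the same total, 73.0% were lowered.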

By profiling the data, as much as 53.9% of the 1,230 EGA-OFF genes (FC > 2, SCNT4c-KG versus SCNT4c) and 58.2% of the 529 PFF-ON genes (FC < 0.5) were restored by *KDM4A* + GSK126 treatment, and it also upregulated 40.3% of the 745 EGA-OFF regions and downregulated 72.7% of the 589 PFF-ON regions in SCNT4c (Figures 4C–4F and S4A; Tables S3 and S4). Figure 4G displays the representative genome browser view of two candidate reprogramming-resistant regions containing several restored genes in SCNT4c-KG. 

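The genes in Figure 4G were tested in the fit of the 4 SCNT embryo groups. *TFAP2C*, on chromosome 17 of Sscrofa11.1 from 57164400 to 57174923, rose from 756 ± 315 (SD, n = 3) in SCNT4c to 14770.2 ± 3389.7 (SD, n = 3) in SCNT4c-KG. The log2 fold change was 4.34 (standard error 0.31, limma adjusted p = 9.4e-08). *CSTF1*, on the same chromosome from 56972202 to 56984065, rose from 102 ± 13.2 to 832 ± 100, with a log2 fold change of 3.01 (standard error 0.44, limma adjusted p = 0.000113). *RTFDC1*, from 57040967 to 57084677, was 4404 ± 334 in SCNT4c and 8759 ± 1321 in SCNT4c-KG. Its log2 fold change of 0.98 (standard error 0.30, limma adjusted p = 0.0187) lay just under the 2-fold limit. Its adjusted p rose to 0.108 with quantile normalization and to 0.0574 to 0.0681 without SCNT4c library b, SCNT4c-KG replicate 1 or SCNT4c-KG replicate 2. *SELENOP*, in the PFF-ON region on chromosome 16 from 27537885 to 27547863, had at most 4.77 in any PFF library, 2.62 in any SCNT4c library and 2.85 in any SCNT4c-KG library, too few reads for a test. One assembled transcript without gene name at its locus was listed at 0 in all PFF libraries and was 632 ± 135 in SCNT4c and 440 ± 190 in SCNT4c-KG (log2 fold change -0.61, limma adjusted p = 0.395). Another such transcript at the locus fell from 75.6 ± 21.3 to 1.09 ± 1.89 (log2 fold change -5.52, limma adjusted p = 0.00132), and its value was at most 1.27 in any PFF library.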

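Of *KLF17*, *PNRC1*, *SUPT4H1*, *TFAP2C*, *UBTFL1* and *ZSCAN4*, the 6 EGA-OFF genes chosen for qPCR, 2 had enough reads on their own entry for a test, and both were higher in SCNT4c-KG. *SUPT4H1* lies on chromosome 12 of Sscrofa11.1 from 34622775 to 34629681. It rose from 3415 ± 656 (SD, n = 3) to 12873 ± 1356 (SD, n = 3), with a log2 fold change of 1.93 (standard error 0.29, limma adjusted p = 0.000138). The entry of *KLF17* was listed at 0 in all 15 libraries. *ZSCAN4* had values of 0, 0 and 0.830 in SCNT4c and 4.90, 2.54 and 11.4 in SCNT4c-KG. *PNRC1* had 0, 2.62 and 2.49 in SCNT4c and 18.0, 39.3 and 0 in SCNT4c-KG. *UBTFL1* had 0.789, 0 and 0 in SCNT4c and 1.63, 0 and 0 in SCNT4c-KG. At each of these 4 loci the table lists an assembled transcript without gene name, and the reads of the gene and this transcript were summed, a setting chosen after the data were seen. In SCNT4c-KG against SCNT4c, the sums then had log2 fold changes of 3.41 for *KLF17* (standard error 0.39, limma adjusted p = 1.3e-05), 2.09 for *ZSCAN4* (standard error 0.54, limma adjusted p = 0.00725), 1.40 for *PNRC1* (standard error 0.38, limma adjusted p = 0.00957) and 1.66 for *UBTFL1* (standard error 0.89, limma adjusted p = 0.15). With these sums, 5 of the 6 genes were higher. The qPCR results are relative to *GAPDH*, whose value fell from 3041 ± 542 to 1014 ± 261 (log2 fold change -1.60, limma adjusted p = 0.0268). This fall lost its adjusted p under 0.05 in 5 of the 6 fits that left out a library, where the adjusted p reached 0.0919. Divided by *GAPDH*, the fold of means of *SUPT4H1* was 11.9 in place of 3.77.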

We also analyzed the expression of six EGA-OFF genes (Figures S5A and S5B) via qPCR, and found that *KDM4A* + GSK126 treatment successfully upregulated *KLF17*, *PNRC1*, *SUPT4H1*, *TFAP2C*, and *ZSCAN4* (Figure S5C and Table S6), partially confirming our RNA-seq results (Figure S5B).

**Figure 4:**
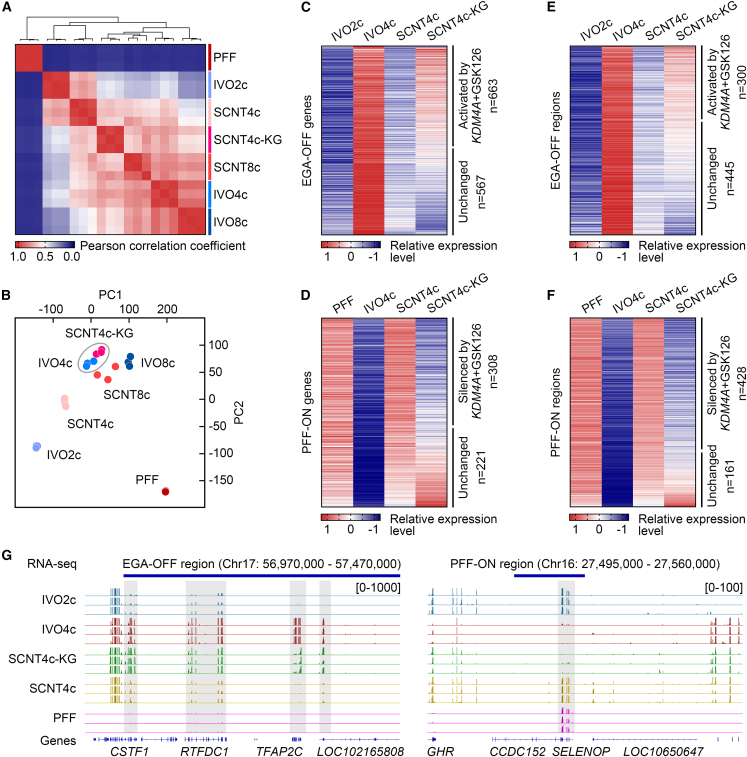
*KDM4A* + GSK126 treatment facilitates EGA initiation and somatic cell memory silencing (A) Heatmap comparing the Pearson correlation coefficients of PFF, IVO, and SCNT embryos at different stages, and SCNT4c derived from combined *KDM4A* + GSK126 treatment group (SCNT4c-KG). Hierarchical clustering is shown in the top panel. (B) Principal component analysis of expression patterns among different samples. (C and D) Heatmap showing the expression levels of EGA-OFF genes (Figure S1C) among IVO2c, IVO4c, SCNT4c, and SCNT4c-KG (C), and PFF-ON genes (Figure S1E) among PFF, IVO4c, SCNT4c, and SCNT4c-KG (D). Each row represents the normalized FPKM of a transcript. FC > 2 are EGA-OFF genes reactivated in SCNT4c-KG (SCNT4c-KG versus SCNT4c), FC < 0.5 are PFF-ON genes silenced in SCNT4c-KG. (E and F) Heatmap showing the expression levels of EGA-OFF regions (Figure 1A) among IVO2c, IVO4c, SCNT4c, and SCNT4c-KG (E), and PFF-ON regions (Figure 1B) among PFF, IVO4c, SCNT4c, and SCNT4c-KG (F). Each row represents the normalized RPM of a region. FC > 2 are EGA-OFF regions reactivated in SCNT4c-KG (SCNT4c-KG versus SCNT4c), FC < 0.5 are PFF-ON regions silenced in SCNT4c-KG. (G) Genome browser view of transcriptional levels in representative EGA-OFF/PFF-ON regions. See also Figures S4 and S5; Tables S3 and S4.

In addition to protein-coding genes, repeatome also exhibits a shift during the MZT. Previous studies have identified several repetitive elements that possess EGA-ON profiles in mouse (MERVL and GSAT), human (HERVL and HSATII), and cattle (MLT1A0 and ERV1-2-I_BT) embryos (Halstead et al., 2020; Hendrickson et al., 2017). Moreover, the repression of satellite DNA and MERVL in mouse SCNT embryos was relieved by *KDM4D* overexpression (Matoba et al., 2014). In the pig, we identified 4,338 repeat sequences that were highly expressed in IVO4c compared with IVO2c (FC > 1, variance stabilizing transformation [VST] count > 5 in IVO4c) (Figures 5A and 5B; Table S5). Strikingly, these repeats were poorly activated in SCNT4c, and *KDM4A* + GSK126 treatment improved their transcriptions (Figure 5A). In detail, eight types of repetitive elements were successfully reactivated, including LTR and satellite, while LINE and DNA transposons were insensitive to the combined treatment (Figure S4B and Table S5). In particular, we defined SSRS1 (satellite), ERV1-2-I_SS (ERV1), ERV1-2B-LTR_SS (ERV1), MLT1E2 (ERVL), and LTR14B_SS (ERVK) as EGA indicators for pig IVO and SCNT embryos during the MZT (Figures 5C and 5D).

**Figure 5:**
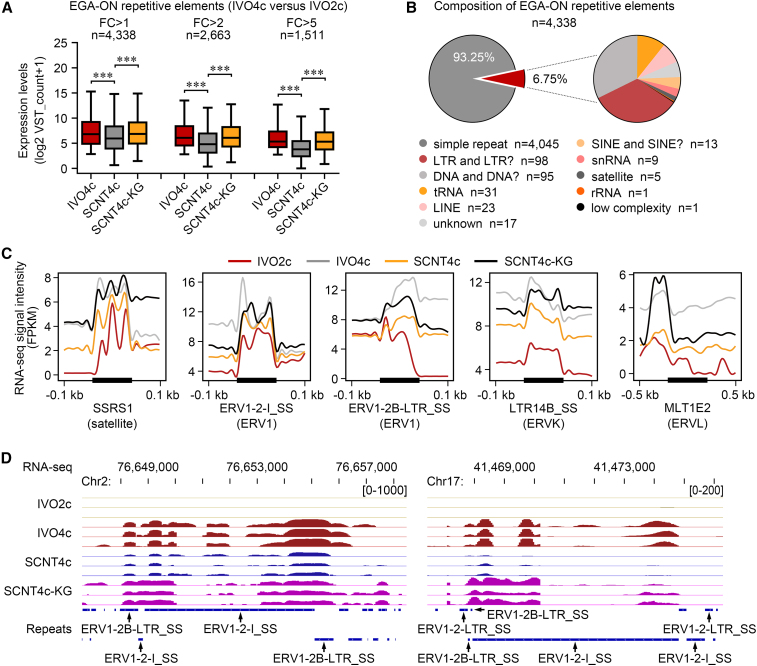
*KDM4A* + GSK126 treatment reactivates repetitive element transcription (A) Box plots comparing the normalized VST count of EGA-ON repetitive elements among IVO4c, SCNT4c, and SCNT4c-KG. Repetitive elements are shown in three groups based on their expression differences between IVO2c and IVO4c (FC > 1, 2, 5). ^∗∗∗^p < 0.001; two-tailed Student's t test. (B) The composition of 4,338 EGA-ON repetitive elements. (C) RNA read enrichments (FPKM) around candidate repetitive elements among IVO2c, IVO4c, SCNT4c, and SCNT4c-KG. (D) Genome browser view of transcriptional levels in two genomic regions containing ERV1-2-I_SS and ERV1-2B-LTR_SS. See also Figure S4 and Table S5.

### Unfaithful activation of *TDG* results in abnormal DNA demethylation in SCNT embryos

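*TDG* encodes thymine DNA glycosylase, which removes 5fC and 5caC in active DNA demethylation. It lies on chromosome 5 of Sscrofa11.1 from 80473233 to 80492295 on the minus strand. In SCNT4c its values were 1660, 939 and 2541 in libraries a, b and c (mean 1713, SD 802, n = 3). In SCNT4c-KG they were 4474, 3886 and 4738 (mean 4366, SD 436, n = 3). The log2 fold change was 1.46 (standard error 0.31, limma adjusted p = 0.00195), and the mean was 2.55-fold higher. No value of the 2 groups overlapped (exact two-sided permutation test, p = 0.1, the smallest p that this design allows). The adjusted p lay between 9.5e-05 and 0.0109 over the 15 alternatives. Leaving out SCNT4c library b moved the log2 fold change most, to 1.08, and leaving out SCNT4c library c gave 1.80. In SCNT8c the value was 2300 ± 230 (SD, n = 3), a log2 fold change of 0.53 against SCNT4c (limma adjusted p = 0.261). PFF had 1151 ± 113 (SD, n = 3). The annotation lists *NFYB*, *GLT8D2* and *HCFC2* at the same locus, and the paper's text does not state whether the counting used the strand. In SCNT4c-KG against SCNT4c, *NFYB* had a log2 fold change of 1.497, *GLT8D2* of -2.68 and *HCFC2* of -2.98. From its own *TDG* values, the paper concludes that the combined treatment could not rescue *TDG* expression.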

Among the EGA-OFF genes, we surprisingly found that the deficient *TDG* expression could not be rescued by *KDM4A* + GSK126 treatment (Figure 6A). Notably, *TDG* is specifically transcribed during pig MZT (He et al., 2019; Kong et al., 2020) and is barely detected at the MZT stage in mouse (Deng et al., 2014; Liu et al., 2016), human (Hendrickson et al., 2017; Yan et al., 2013), and cattle embryos (Graf et al., 2014; Jiang et al., 2014) (Figures 6B and S4C). TDG is a well-known enzyme for excising thymine, 5-hydroxymethyluracil (5hmU), 5-formylcytosine (5fC), and 5-carboxylcytosine (5caC), which are generated from either 5-methylcytosine (5mC) deamination by AICDA/APOBECs or 5mC hydroxylation by TET proteins (Figure 6C) (Cortellino et al., 2011; Maiti and Drohat, 2011). Accordingly, we surmise that insufficient activation of *TDG* may lead to an abnormal DNA demethylation in pig SCNT4c.

**Figure 6:**
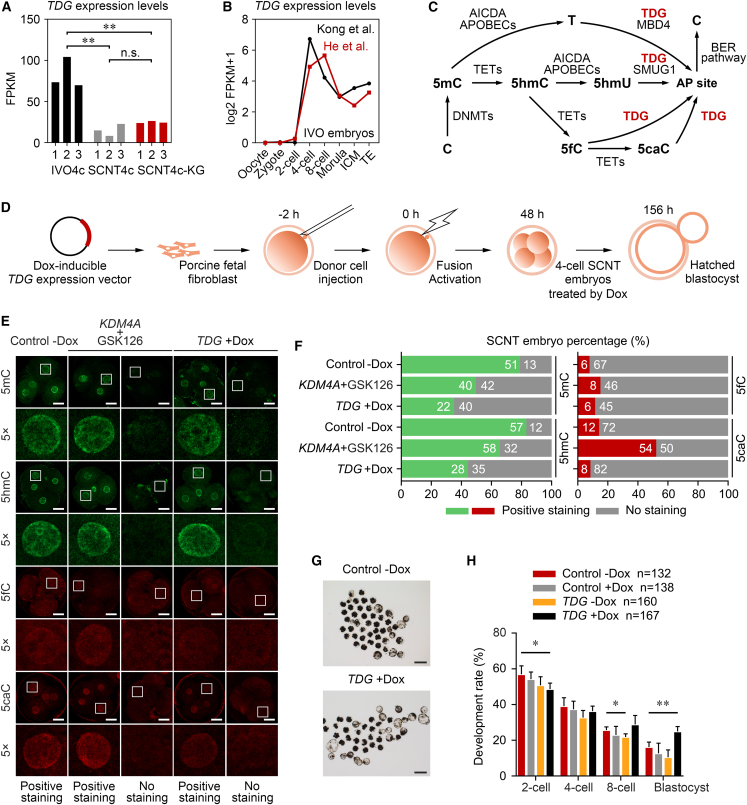
Transient *TDG* expression improves SCNT embryonic development (A) Bar plots showing the FPKM of *TDG* in the RNA-seq data of IVO4c, SCNT4c, and SCNT4c-KG. ^∗∗^p < 0.01; n.s., not significant; two-tailed Student's t test. (B) Line plots illustrating the dynamic transcriptional changes of *TDG* in pig IVO embryos (He et al., 2019; Kong et al., 2020). (C) Schematic illustration of regulators related to the DNA methylation (C→5mC) and demethylation (5mC→C) process. AP site, abasic site; BER, base excision repair. (D) Experimental design of the treatment procedure. SCNT embryos were reconstructed using PFF transfected with *TDG*-inducible expression vector, and induced to transiently express *TDG* by doxycycline (*TDG* + Dox) at 40–72 h after activation. (E) Immunostaining of 5mC (green), 5hmC (green), 5fC (red), and 5caC (red) in SCNT4c derived from *TDG* + Dox, combined-treated, and non-treated groups. One of the nuclei in SCNT4c is magnified 5-fold. Scale bars, 50 μm. (F) Bar plots showing the percentage of SCNT4c derived from different groups with positive and no staining of DNA methylation. Numbers of the total embryos analyzed from 3 to 4 replicates are shown in the bars. (G) Representative images of *TDG* + Dox and non-treated groups after culturing for 6.5 days *in vitro*. Scale bars, 200 μm. (H) Bar plot showing the development rates in the *TDG* ± Dox, Dox-treated, and non-treated groups. Error bars represent the SD. Numbers of the total embryos analyzed from four replicates are shown in the legend. ^∗^p < 0.05, ^∗∗^p < 0.01; two-tailed Student's t test. See also Figures S4–S7 and Table S2.

We first determined that *TDG* mRNA injection before MZT worsened SCNT blastocyst formation in a dose-dependent manner (Tables S2 and S6). 

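Libraries of SCNT4c-TDG were made from 3 pools of 30 embryos. The embryos came from donor cells with an inducible *TDG* gene and were given doxycycline at 500 ng/ml from 40 to 72 h. Recovered reads ranged from 17757929 to 19564459 (median 19506860), and the paper's Table S1 gives a mean of 25013288 uniquely mapped reads. No library with doxycycline and without *TDG* induction was analysed here. *TDG* was 55575 ± 5177 (SD, n = 3) in SCNT4c-TDG, 32.4-fold above SCNT4c. Its log2 fold change against SCNT4c was 5.13 (standard error 0.31, limma adjusted p = 5.7e-08) and stayed between 4.75 and 5.47 with each library left out in turn. Against SCNT4c-KG, the log2 fold change was 3.67 (limma adjusted p = 7.0e-06). *KDM4A*, which was not injected in this group, had a value of 775 ± 194, with a log2 fold change of 2.08 against SCNT4c (standard error 0.48, limma adjusted p = 0.00375). In SCNT8c it was 114 ± 59.4.

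**Figure D1:**
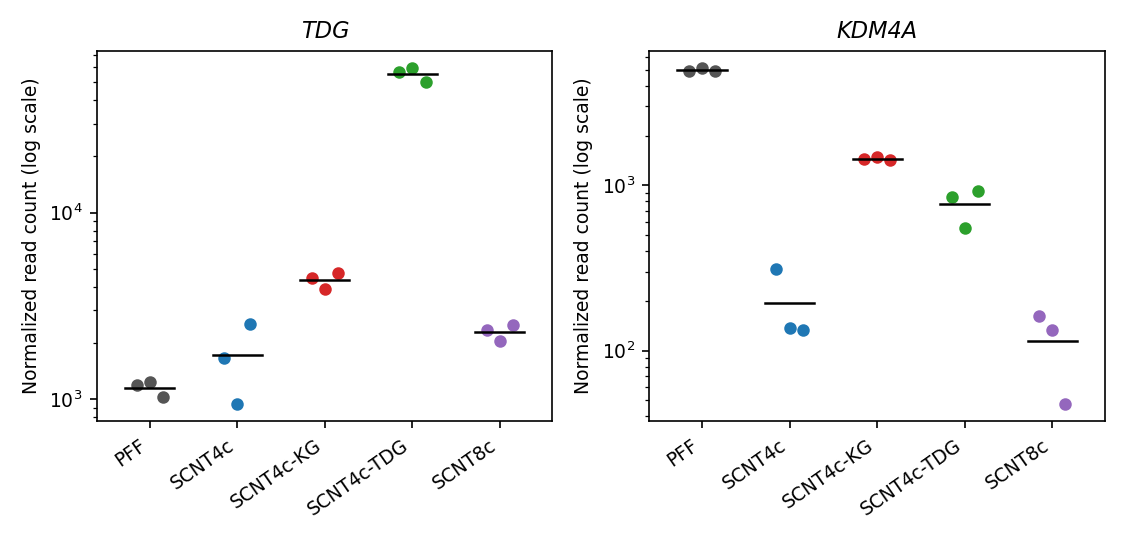
Normalized read counts of *TDG* (left) and *KDM4A* (right) in PFF, SCNT4c, SCNT4c-KG, SCNT4c-TDG and SCNT8c, on a log axis. Each point is a library, with 3 in each group, and each line is the mean of the group; the *TDG* means run from 1151 in PFF to 55575 in SCNT4c-TDG.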

A doxycycline-inducible donor cell line was then used to achieve transient *TDG* expression during cloned MZT (Figure 6D). By immunostaining, when compared with the controls (5mC, 79.7%; 5-hydroxymethylcytosine [5hmC], 82.6%), SCNT4c-KG exhibited loss of 5mC (48.8%) and 5hmC (64.4%), and these percentages (5mC, 35.5%; 5hmC, 44.4%) were much lower in SCNT4c with *TDG* overexpression (SCNT4c-TDG; Figures 6E and 6F). SCNT4c-KG also showed an obvious 5caC accumulation (51.9%), perhaps due to the upstream DNA demethylation process but still lacking *TDG* expression. By contrast, SCNT4c-TDG showed a small proportion of positive 5caC staining (8.9%) (Figures 6E and 6F). Excitingly, qPCR results revealed that transient *TDG* expression could reactivate several candidate EGA-OFF genes (Figure S5C and Table S6) and attenuate the developmental defects of SCNT embryos with an ∼10% elevation in blastocyst rate (Figures 6G and 6H; Table S2).

To precisely analyze the DNA methylation changes among PFF, SCNT4c, and SCNT4c-TDG, we performed post-bisulfite adapter tagging sequencing (PBAT-seq), an ultra-low-input WGBS method, to generate their DNA methylation maps on a genome-wide scale. First, when compared with EGA-ON/PFF-OFF regions, DNA methylation levels were higher in EGA-OFF/PFF-ON regions in SCNT4c (Figure 7A). This confirms that DNA methylation exhibits the same reprogramming-resistant feature as H3K9me3 and H3K27me3 in SCNT4c. Second, the DNA methylation levels of EGA-OFF/PFF-ON regions in SCNT4c-TDG were significantly lower than those in PFF and SCNT4c, indicating an effective DNA demethylation achieved by transient *TDG* expression (Figure 7B). DNA demethylation by TDG could also be observed at EGA-OFF/PFF-ON gene promoters, no matter whether these promoters contained a CpG island or not (Figure 7C). 

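The RNA of *TFAP2C*, *SUPT4H1*, *KLF17*, *USP5* and *TRIM8* was compared between SCNT4c-TDG and SCNT4c. *TFAP2C* reached 36087 ± 5686 (SD, n = 3) in SCNT4c-TDG, a log2 fold change of 5.64 (standard error 0.31, limma adjusted p = 3.0e-08). *SUPT4H1* reached 15260.6 ± 1452, a log2 fold change of 2.17 (standard error 0.29, limma adjusted p = 5.3e-05). The assembled transcript at the *KLF17* locus, on chromosome 6 of Sscrofa11.1 from 167176834 to 167188418, rose from 246 ± 98.0 to 910 ± 71.9 (log2 fold change 1.96, limma adjusted p = 0.0015). *USP5*, on chromosome 5 from 63843742 to 63858835, fell from 638 ± 193 to 190 ± 52.8 (log2 fold change -1.74, standard error 0.36, limma adjusted p = 0.00197). In PFF it was 2453 ± 87.4. *TRIM8*, on chromosome 14 from 113637437 to 113652577, was 1173 ± 79.6 in PFF, 28.5 ± 37.5 in SCNT4c and 10.6 ± 10.6 in SCNT4c-TDG. Its difference was within the spread of the replicates (log2 fold change -0.93, limma adjusted p = 0.597), and without SCNT4c library a the sign turned, to 0.16 (limma adjusted p = 0.942). *GAPDH*, the reference of the qPCR, was 842 ± 259 in SCNT4c-TDG, with a log2 fold change of -1.89 (limma adjusted p = 0.0126, and 0.0594 without SCNT4c-TDG replicate 3). The methylation data were not analysed here.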

Third, as examples, the DNA methylation levels of satellite DNA, candidate EGA-OFF gene promoters (*TFAP2C*, *SUPT4H1*, *KLF17*), and PFF-ON gene promoters (*UBC*, *USP5*, *TRIM8*) were examined by bisulfite sequencing PCR (Table S6), and their downtrends of DNA methylation were correlated with their transcriptional restorations in SCNT4c-TDG (Figures S5C and S6A–S6C; Tables S3 and S5). 

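The SCNT4c-TDG libraries correlated with each other at a mean r of 0.942, with SCNT4c at 0.744 (range 0.699 to 0.774), with SCNT8c at 0.770 (range 0.728 to 0.803) and with SCNT4c-KG at 0.827 (range 0.823 to 0.830). Each pair of SCNT4c-TDG and SCNT4c-KG libraries thus lay above all pairs of either group with SCNT4c or SCNT8c. In a PCA of the 12 SCNT embryo libraries, the first component held 36.1% of the variance and the second 16.4%. In SCNT4c-TDG against SCNT4c, 6300 of 18942 features changed, 2969 higher and 3331 lower, and the replicates of the 2 groups did not overlap for 58.4% of the features. The count lay between 4496, without SCNT4c-TDG replicate 1, and 8882, in a fit of the 2 groups alone. The share that was higher, 47.1%, was 42.0% in that fit and 56.2% with the same total in each library. The largest rises were those of *OTUD4*, LOC106506288, *GATA6*, *TMSB15A* and *POLR2K*. *OTUD4* and *GATA6* were listed at 0 in SCNT4c and were 565 ± 104 (SD, n = 3) and 347 ± 78.0 (SD, n = 3) in SCNT4c-TDG. *POLR2K* rose from 44.4 ± 15.2 to 8149.5 ± 1232, with a log2 fold change of 7.53. The largest falls were those of LOC110260090, *DYNLL2*, LOC102166259, *BHLHE22* and *ARHGEF25*, with log2 fold changes of -6.46 to -6.18. Directly compared, 3070 features differed between SCNT4c-TDG and SCNT4c-KG, with 1340 higher and 1730 lower in SCNT4c-TDG, and 44.4% of the tested features did not overlap. A fit of these 2 groups alone gave 4989, and leaving out SCNT4c-TDG replicate 3 gave 1794. The largest rises in this comparison were those of LOC102167557, *LRRC58*, *ZNF654*, *TNFSF9* and *RIC8B*. Of these, *ZNF654* and *TNFSF9* lost their adjusted p under 0.05 in some alternatives, with values of up to 0.0953 and 0.0751. The largest falls were those of LOC100525679, 2 histidine tRNA genes, *SNAI1* and *SGK1*. *SNAI1* was 201 ± 21.9 in SCNT4c-KG and 1.02 ± 1.77 in SCNT4c-TDG, and *SGK1* was 650 ± 277 and 4.16 ± 1.83.

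**Figure D2:**
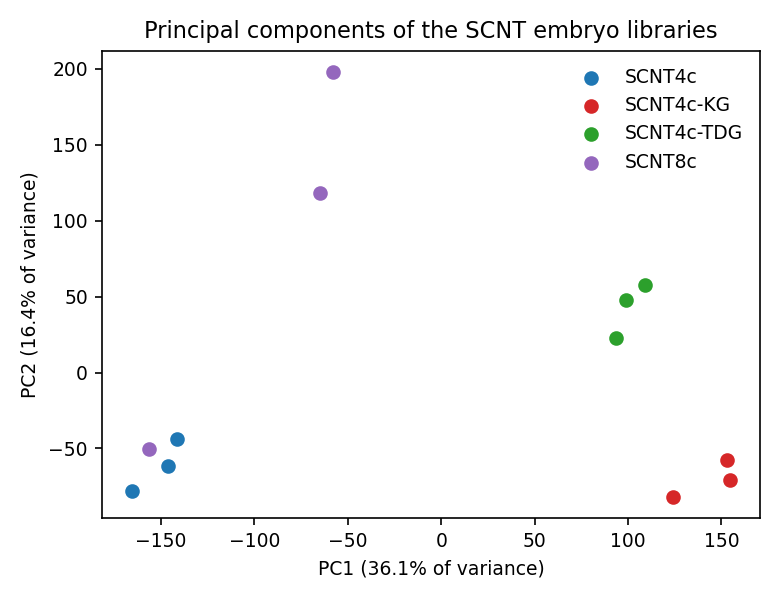
PCA of the log2 values of the 12 SCNT embryo libraries. The horizontal axis is the first component (36.1% of the variance) and the vertical axis is the second (16.4%). Each point is a library, coloured by group, with 3 in each group; SCNT4c-KG and SCNT4c-TDG lie on the right, and SCNT8c replicate 3 lies with the SCNT4c libraries on the left.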

Fourth, we determined the transcriptional profile of SCNT4c-TDG, which was also close to IVO4c, like SCNT4c-KG (Figure 7D). Moreover, we found that most restored genes and regions were shared in SCNT4c-KG and SCNT4c-TDG (Figures S7A–S7E; Tables S3 and S4), suggesting that the detailed gene network regulated by H3K9me3, H3K27me3, and DNA methylation are highly similar during pig cloned EGA.

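Across 18942 features, the log2 fold changes of SCNT4c-KG and SCNT4c-TDG against SCNT4c correlated with a Pearson r of 0.742 (Spearman rho 0.730). Both comparisons use the same SCNT4c libraries, which gives a correlation without any effect. In 20 simulations, all libraries, SCNT4c included, were drawn around the SCNT4c means without any group effect. The mean r was then 0.501 and the highest was 0.512. With 3 libraries in each group and an equal spread, the design alone fixes r near this value. It is a baseline for shared libraries and no property of these data. With the 2 changes taken against different SCNT4c libraries, in 6 ways, r was 0.577 to 0.650. Features are not independent replicates, so no p is given for these correlations. A total of 3947 features changed in both groups, of which 1964 were higher in both, 1931 were lower in both and 52 went opposite ways. The 3895 features that changed alike made up 55.2% of those changed in SCNT4c-KG and 61.8% of those changed in SCNT4c-TDG. The number lay between 2896 and 5116 under the alternatives. These counts cover all features against SCNT4c, while the restored genes of the paper are those of its EGA-OFF and PFF-ON lists, which need the IVO embryos. From the sharing of restored genes and regions, the paper proposes that the gene networks regulated by H3K9me3, H3K27me3 and DNA methylation resemble each other closely.

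**Figure D3:**
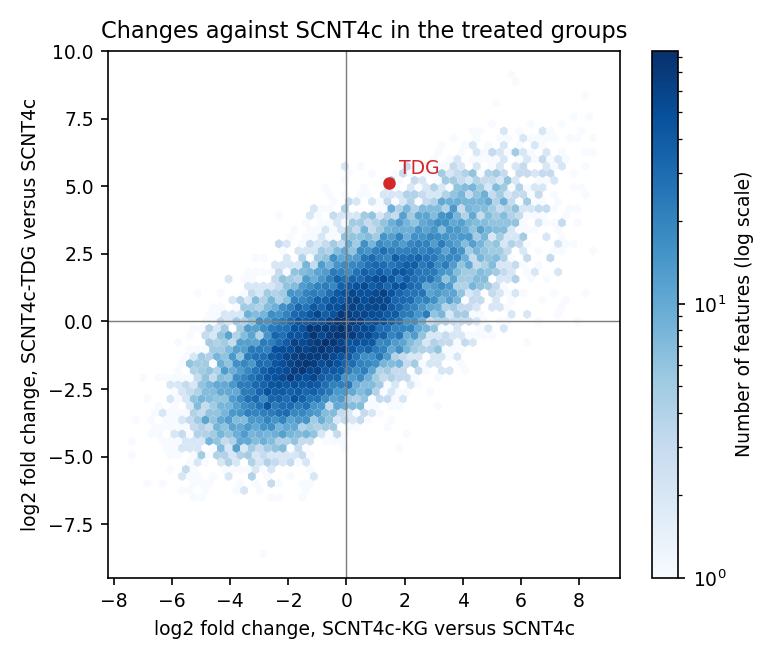
Log2 fold changes against SCNT4c of 18942 features, with SCNT4c-KG on the horizontal axis and SCNT4c-TDG on the vertical axis. The colour gives the number of features in each hexagon on a log scale, the grey lines mark 0, and the red point is *TDG*, at 1.46 and 5.13; most features lie along the diagonal (r = 0.742).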

**Figure 7:**
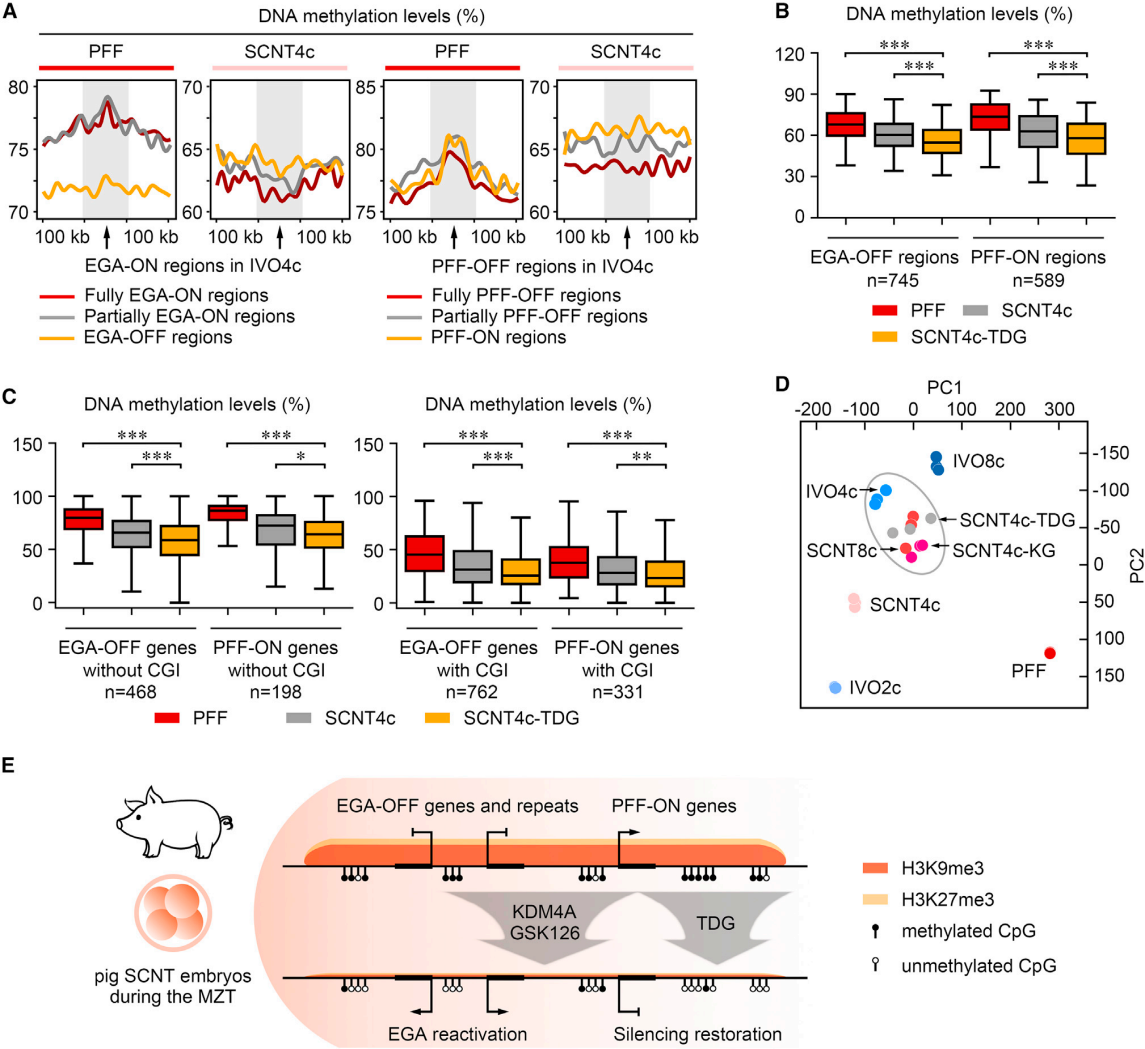
TDG regulates aberrant DNA methylation and transcription in SCNT embryos (A) DNA methylation levels of EGA-ON/OFF and PFF-ON/OFF regions with their 100-kb flanking regions in PFF and SCNT4c. These levels are calculated as the average ratios of the methylated CpG to all CpG. (B) DNA methylation levels of EGA-OFF and PFF-ON regions in PFF, SCNT4c, and SCNT4c overexpressed with *TDG* (SCNT4c-TDG). EGA-OFF regions are ranging from 50 to 575 kb and PFF-ON regions are ranging from 50 to 425 kb. These levels are calculated as the average ratios of the methylated CpG to all CpG. ^∗∗∗^p < 0.001; two-tailed Student's t test. (C) DNA methylation levels of EGA-OFF and PFF-ON genes in PFF, SCNT4c, and SCNT4c-TDG. These levels are calculated as the average ratios of the methylated CpG to all CpG. EGA-OFF and PFF-ON genes are shown in two groups: gene promoters (TSSs ±5 kb) with or without CpG island (CGI). ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001; two-tailed Student's t test. (D) Principal component analysis of expression patterns among different samples. (E) A schematic illustrating how multiple epigenetic barriers in pig cloning can be overcome. Abnormal H3K9me3, H3K27me3, and DNA methylation are enriched in EGA-OFF and PFF-ON regions during cloned MZT, resulting in the failure of embryonic genome activation and somatic cell memory silencing. Combining *KDM4A* overexpression and GSK126 incubation could remove H3K9me3, H3K27me3, and DNA methylation, restore the global transcriptome and repeatome, and provide a double increase for cloned blastocyst formation. Moreover, DNA demethylation and developmental improvement could also be achieved by *TDG* overexpression. See also Figures S6 and S7; Tables S3 and S4.

## Discussion

In fertilized embryos, histone methylation and DNA methylation undergo a widespread decrease at the pre-implantation stage in mouse (Gao et al., 2018; Liu et al., 2004; Xu et al., 2020b), human (Xu et al., 2020b; Zhu et al., 2018), cattle (Liu et al., 2018; Zhou et al., 2019, 2020), and pig (Cao et al., 2014b, 2015). By contrast, SCNT embryos frequently exhibit abnormal remodeling of these modifications on the donor genome, which is believed to be the primary reason for the significant embryonic losses during cleavage. In this study, we demonstrated that H3K9me3 and H3K27me3, but not H3K4me3, were epigenetic barriers to prevent EGA initiation and somatic cell memory silencing during pig cloned MZT. Moreover, DNA methylation was reduced along with H3K9me3 and H3K27me3 removal, whereas DNA demethylation could also be achieved by overexpressing a pig-specific epigenetic regulator, TDG (Figure 7E).

H3K9me3 and H3K27me3 have been verified as conserved reprogramming barriers among different species. In pig cloning, aberrant H3K9me3 and H3K27me3 have been observed at the one- to two-cell stage via immunofluorescence, while their detrimental effects to MZT remain unknown (Ruan et al., 2018; Xie et al., 2016). By using ULI-NChIP-seq, we showed for the first time that both H3K9me3 and H3K27me3 still existed during the MZT. More precisely, they were deposited on the genomic regions with unfaithful transcriptional patterns, namely EGA-OFF and PFF-ON regions. By contrast, EGA-OFF regions in mouse and human SCNT embryos were only enriched for H3K9me3, but not H3K27me3, and the information on PFF-ON regions was not mentioned (Chung et al., 2015; Matoba et al., 2014). Additionally, most studies utilized the corresponding demethylases to overcome these barriers, such as KDM4A for H3K9me3 in mouse and human (Chung et al., 2015), and KDM6A for H3K27me3 in mouse and cattle (Yang et al., 2018; Zhou et al., 2019). Our results confirmed their demethylation functions in pig SCNT embryos, but the blastocyst rate was not elevated by KDM6A, regardless of mRNA concentrations (Table S2). Previous studies have individually utilized KDM4A and GSK126 to increase the pig SCNT blastocyst rate (Ruan et al., 2018; Xie et al., 2016). Here, we combined these two methods with a longer GSK126 treatment time (up to 48 h) to further facilitate blastocyst formation, which might be due to an obvious reduction in cloned MZT defect.

In addition to EGA failure, persistent expression of donor-cell-specific genes, namely PFF-ON genes, also derives from incomplete reprogramming. Currently, excessive H3K4me3 has been detected in cattle eight-cell SCNT embryos (Zhou et al., 2020) and on the TSSs of PFF-ON genes in *Xenopus* donor cells (Hormanseder et al., 2017). Here, we found that PFF-ON regions or the TSSs of PFF-ON genes in pig cloning were enriched for H3K9me3 and H3K27me3, but not H3K4me3. Remarkably, most PFF-ON genes and regions were silenced through H3K9me3 and H3K27me3 removal. We also noticed that PFF-ON genes in *Xenopus* and cattle SCNT embryos were involved in donor cell identity, such as endoderm- and fibroblast-specific genes (Hormanseder et al., 2017; Zhou et al., 2020). In contrast, only nine PFF-ON genes were fibroblast-specific genes when we compared our PFF-ON genes with a list of 563 marker genes for mouse fibroblasts (Table S3) (Kim et al., 2010). Therefore, although SCNT embryos harbor PFF-ON genes in many species, the composition of PFF-ON genes and how they maintain their transcriptions are likely different between pig and other species. Another difference between our work and previous studies is the effect of H3K4me3 removal for reprogramming. H3K4 demethylation has been proved to promote development in mouse, cattle, and *Xenopus* cloning (Hormanseder et al., 2017; Liu et al., 2016; Zhou et al., 2020). Accordingly, we injected *KDM5A* mRNA (Table S6) and tested its H3K4 demethylase function in four-cell embryos (Figures S7F and S7G). However, *KDM5A* overexpression could not rescue the EGA defect and the poor developmental phenotype of pig SCNT embryos (Figure S5C and Table S2).

Soon after the establishment of the SCNT technology, DNA hypermethylation was the first determined epigenetic barrier. Deficient 5mC and 5hmC demethylation has been found in pig and cattle SCNT embryos by immunostaining (Cao et al., 2014b; Zhou et al., 2020). Most studies utilized 5-aza-2-deoxycytidine (5AZA), a DNA methyltransferase inhibitor, to deplete 5mC. However, improvements could be observed in human and pig (Huan et al., 2013; Sun et al., 2012) but not in mouse and cow (Ding et al., 2008; Tsuji et al., 2009). In this study, we investigated the interplay between histone modification and DNA methylation, since *KDM4A* + GSK126 treatment decreased the numbers of embryos with 5mC- and 5hmC-positive staining. Of note, *DNMT1* and *DNMT3B* are downregulated by this treatment (Table S3), similar to the effect of 5AZA. Furthermore, TDG is likely to serve as a rate-limiting factor for DNA demethylation in pig nuclear reprogramming, because its expression not only removes 5caC but also removes the upstream 5mC and 5hmC. 

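*DNMT1* is on chromosome 2 of Sscrofa11.1 from 68981564 to 69040364, on the minus strand. Its values were 11.8, 4.37 and 1.66 in the 3 SCNT4c libraries and 290 ± 89.0 (SD, n = 3) in SCNT4c-KG. Its means were also low in PFF (19.2) and SCNT8c (5.92), so the entry may hold few of the gene's reads. The entry of *DNMT1* was higher in SCNT4c-KG by a log2 fold change of 5.63 (standard error 0.75, limma adjusted p = 5.0e-05), with 4.24 to 6.22 across the alternatives. An assembled transcript without gene name at the same locus rose from 113 ± 2.23 to 397 ± 76.3, a log2 fold change of 1.78 (standard error 0.56, limma adjusted p = 0.022). *DNMT3B* is on chromosome 17 from 36345715 to 36386076. It fell from 666 ± 129 (SD, n = 3) in SCNT4c to 89.4 ± 29.2 (SD, n = 3) in SCNT4c-KG, a log2 fold change of -2.92 (standard error 0.69, limma adjusted p = 0.00408). In SCNT4c-TDG, *DNMT1* was 22.1 ± 0.787 (log2 fold change 2.02, limma adjusted p = 0.0492) and *DNMT3B* had a log2 fold change of -1.58 (limma adjusted p = 0.0879).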

In this study, we also combined *KDM4A* + GSK126 treatment with transient *TDG* expression to verify whether this triple treatment could raise the efficiency of nuclear reprogramming. Unexpectedly, it showed no more improvement of cloned blastocyst formation (Table S2). We speculate that the developmental improvement achieved by TDG is mainly related to 5mC demethylation, which is shared by *KDM4A* + GSK126 treatment. Perhaps 5caC accumulation in SCNT4c-KG may not be a reprogramming barrier for MZT, thus further removing 5caC by TDG may not show a further improvement by triple treatment. Future studies also should elucidate two additional questions: (1) 5mC and 5hmC were comparably enriched in SCNT embryos when compared with PFF, while 5fC and 5caC were reduced in SCNT embryos (Figures 6F and S7H). What causes this difference? (2) AICDA and SMUG1 process EGA-specific profiles and fail to be activated in SCNT embryos (Table S3). 

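The profile of *SMUG1* in IVO embryos was not analysed here. *SMUG1*, on chromosome 5 of Sscrofa11.1 from 19375244 to 19412656, was 79.1 ± 105 (SD, n = 3) in SCNT4c and 357 ± 128 (SD, n = 3) in SCNT8c, a log2 fold change of 3.11 (standard error 0.93, limma adjusted p = 0.0574). The adjusted p fell under 0.05 in 5 of its 15 alternatives, with 0.0185 without SCNT8c replicate 3 as the lowest and 0.199 in the fit of the 2 groups alone as the highest. In SCNT4c-KG against SCNT4c, *SMUG1* had a log2 fold change of 1.15 (limma adjusted p = 0.341). In SCNT4c-TDG it was 18.8 ± 12.7 (log2 fold change -1.35, limma adjusted p = 0.277).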

What is the role of 5mC deamination in nuclear reprogramming?

In summary, our study advances the understanding of epigenetic remodeling in pig SCNT embryos on a genome-wide scale and provides an effective combination strategy to remove multiple barriers during the MZT. Meanwhile, we defined TDG as a novel and species-specific regulator to potentiate the developmental competence of SCNT embryos. Recently, the H3K9me3 methyltransferase inhibitor chaetocin exhibited a beneficial effect in pig cloning (Weng et al., 2020). Therefore, combinational use of chaetocin, GSK126, and 5AZA will require optimization to further improve the cloning efficiency. This work will accelerate the practical use of the SCNT technique for pig model production and contribute to the studies of human disease, xenotransplantation, and molecular breeding in agriculture.

## Experimental procedures

All experimental procedures were approved by the Animal Care Commission of Huazhong Agriculture University, Wuhan, China.

### RNA sequencing and data processing

The total RNA of PFF and 30 SCNT embryos were extracted by TRIzol (Invitrogen) or a PicoPure RNA Isolation Kit (Applied Biosystems), respectively. Double-stranded cDNA was then synthesized by a SMARTer Pico PCR cDNA Synthesis Kit (Clontech) and an Advantage 2 PCR Kit (Clontech), and purified by AMPure XP beads (Beckman Coulter). After fragmentation with a Bioruptor Sonication System (Diagenode), cDNA libraries were generated by a VAHTS Universal V6 RNA-seq Library Prep Kit (Vazyme). Paired-end 150-bp sequencing was performed on an Illumina HiSeq X Ten platform.

Illumina Casava (v1.8.2) was used for base calling. Low-quality reads were removed by Trimmomatic (v0.39). The filtered reads were mapped to the pig reference genome (Sscrofa11.1) with STAR (v2.5.3a) to obtain uniquely mapped reads. Transcripts were reconstructed by StringTie (v2.1.2) to define protein-coding novel transcripts by GffCompare (v0.10.2) and CPC2. Complete reference annotation consisted of novel and known transcripts. Gene expression was then quantified to FPKM using Cufflinks (v2.2.1). The expression levels of repetitive elements were assessed by bedtools (v2.29.2), and normalized by VST count. The RNA-seq signal intensities of repetitive elements were quantified and visualized by deeptools (v3.1.3). RepeatMasker annotation was downloaded from the UCSC Genome Browser. Pearson correlation calculation, hierarchical clustering analysis, and PCA were performed using cor, hclust, and princomp functions in R (v3.5.2), respectively. Mapping reads of genes and repeats were visualized using Integrative Genomics Viewer (IGV) software (v2.7.2).

### Identification of differentially expressed genes

FC and adjusted p values among samples were analyzed by DESeq2 (v1.22.1), based on the reads count obtained by HTSeq (v0.9.1). DEGs in Figure S1 were extracted using the following criteria: EGA-ON genes in IVO4c, FC^IVO4c/IVO2c^ > 3, average FPKM in IVO4c > 5; PFF-OFF genes in IVO4c, FC^PFF/IVO4c^ > 3, average FPKM in PFF > 5. Both genes were classified into three groups based on the expression differences among IVO4c, PFF, and SCNT4c. We also defined FC^SCNT4c-KG/SCNT4c^ > 2 and FC^SCNT4c-TDG/SCNT4c^ > 2 as EGA-OFF genes reactivated in SCNT4c-KG/TDG, while FC^SCNT4c/SCNT4c-KG^ > 2 and FC^SCNT4c/SCNT4c-TDG^ > 2 were PFF-ON genes silenced in SCNT4c-KG/TDG. Adjusted p values of all DEGs were < 0.05. GO analysis was performed using clusterProfiler function in R.

### Identification of differentially expressed regions

The expression levels of genomic regions among samples were assessed through a sliding window (size 50 kb, step size 20 kb) made by bedtools, and normalized by RPM. Differentially expressed regions (DERs) in Figure 1 were extracted using the following criteria: EGA-ON regions in IVO4c, FC^IVO4c/IVO2c^ > 5, average RPM in IVO4c > 5; PFF-OFF regions in IVO4c, FC^PFF/IVO4c^ > 5, average RPM in PFF > 5. Both regions were classified into three groups based on the expression differences among IVO4c, PFF, and SCNT4c. We also defined FC^SCNT4c-KG/SCNT4c^ > 2 and FC^SCNT4c-TDG/SCNT4c^ > 2 as EGA-OFF regions reactivated in SCNT4c-KG/TDG, while FC^SCNT4c/SCNT4c-KG^ > 2 and FC^SCNT4c/SCNT4c-TDG^ > 2 were PFF-ON regions silenced in SCNT4c-KG/TDG. Fisher's exact test p values of all DERs were < 0.05.

### ULI-NChIP sequencing and data processing

ULI-NChIP was performed as previously described (Brind'Amour et al., 2015). For each immunoprecipitation reaction, 200 PFF or 50 four-cell embryos were added in Nuclear Isolation buffer and MNase Master Mix to digest chromatin for 7 min at 25°C. Chromatin was diluted in Complete Immunoprecipitation buffer, and incubated with 2 μg of antibody-bead complexes (H3K4me3, ab8580; H3K9me3, ab8898; H3K27me3, 07-449; Dynabeads Protein G, Invitrogen) overnight at 4°C. After washing with Low Salt Wash buffer and High Salt Wash buffer, DNA was eluted in Elution buffer for 2 h at 65°C, and purified by phenol chloroform. Raw ChIP material was then used for library construction by a KAPA HyperPrep Kit (Roche). Paired-end 150-bp sequencing was performed on an Illumina HiSeq X Ten platform.

Illumina Casava (v1.8.2) was used for base calling. Sequenced reads were trimmed for adapter sequence, low-quality, and low-complexity reads, then mapped to Sscrofa11.1 reference genome using Bowtie2 (v2.3.3.1). Multiple mapped reads, PCR duplicates, and reads with a map quality score of less than 30 were removed. The correlation coefficients of replicates, ChIP-seq intensity, and the occupying rates of exonic and repetitive sequences were quantified and visualized by deeptools (v3.1.3). Peak calling was performed by MACS2 (v2.2.5) with the parameters "macs2 callpeak –n Sample –g 2.2e9 -B -p 0.05" relative to input samples. Mapping reads of representative genomic regions were visualized using IGV software.

### PBAT sequencing and data processing

A pool of PFF and four-cell SCNT embryos (50 cells) was harvested for PBAT-seq as previously reported (Miura et al., 2012; Smallwood et al., 2014). In brief, cell lysate was bisulfite converted using a MethylCode Bisulfite Conversion Kit (Invitrogen), performing ten-round random priming by Klenow exo- (NEB) and scBS-seq-bio-P5-N9-oligo1 (CTA CAC GAC GCT CTT CCG ATC TNN NNN NNN N). After capturing biotinylated DNA on Dynabeads M-280 Streptavidin (Invitrogen), the second strand was synthesized using scBS-seq-P7-N9-oligo2 (AGA CGT GTG CTC TTC CGA TCT NNN NNN NNN). DNA was then amplified using 2× KAPA HiFi HotStart ReadyMix (Roche) and the index/universal primers (NEB). Paired-end 150-bp sequencing was performed on an Illumina NovaSeq 6000 platform.

Illumina Casava (v1.8.2) was used for base calling. Trimmed reads were then mapped to Sscrofa11.1 reference genome using bismark (v0.22.3). Multiple mapped reads, PCR duplicates, and reads with a map quality score of less than 30 were removed. The DNA methylation levels were quantified and visualized by bismark and deeptools (v3.1.3), respectively.

### Statistical analysis

All experiments were repeated at least three times. All middle lines in the box-whisker plots indicate the median, the edges indicate the 25^th^/75^th^ percentiles, and the whiskers indicate the 2.5^th^/97.5^th^ percentiles. Development rates and qPCR results are presented as the mean ± SD. p values were calculated using two-tailed Student's t test with SPSS Statistics 20 software (IBM). Differences are shown with asterisks indicating ^∗^p < 0.05, ^∗∗^p < 0.01, and ^∗∗∗^p < 0.001.

### Data and code availability

The Gene Expression Omnibus accession numbers for the data reported in this paper are GEO: GSE161527 and GSE139512.

## Author contributions

Conceptualization, Y.-L.M., Z.-X.C., and X.L.; methodology, X.L., T.W., L.C., and J. Zhou; software, Z.-X.C., L.C., J. Zhang, and W.Z.; validation, X.L. and J. Zhou; formal analysis, X.L., T.W., L.C., and J. Zhou; investigation, T.W., Z. Li, G.B., S.Y., D.W., C.D., T.X., H.H., L.Y., Z. Liu, and X.Z.; resources, T.W., Z. Li, G.B., S.Y., D.W., C.D., T.X., H.H., L.Y., Z. Liu, and X.Z.; data curation, L.C. and J. Zhang; writing – original draft, X.L., T.W., and L.C.; writing – review and editing, Y.-L.M., X.L., T.W., and L.C.; visualization, X.L., L.C., J. Zhang, and W.Z.; supervision and project administration, Y.-L.M. and Z.-X.C.; funding acquisition, Y.-L.M.

## Conflicts of interests

The authors declare no competing interests.

# Supplementary material for: TDG is a pig-specific epigenetic regulator with insensitivity to H3K9 and H3K27 demethylation in nuclear transfer embryos
**Source:** Stem Cell Reports. 2021 Oct 21;16(11):2674–89. doi: 10.1016/j.stemcr.2021.09.012
**Supplement:** Document S1. Figures S1–S7, Tables S2 and S6

**Supplemental Information**

**TDG is a pig-specific epigenetic regulator with insensitivity to H3K9 and H3K27 demethylation in nuclear transfer embryos**

**Xin Liu, Lu Chen, Tao Wang, Jilong Zhou, Zhekun Li, Guowei Bu, Jingjing Zhang, Shuyuan Yin, Danya Wu, Chengli Dou, Tian Xu, Hainan He, Wei Zhu, Longtao Yu, Zhiting Liu, Xia Zhang, Zhen-Xia Chen, and Yi-Liang Miao**

## Supplemental Figures

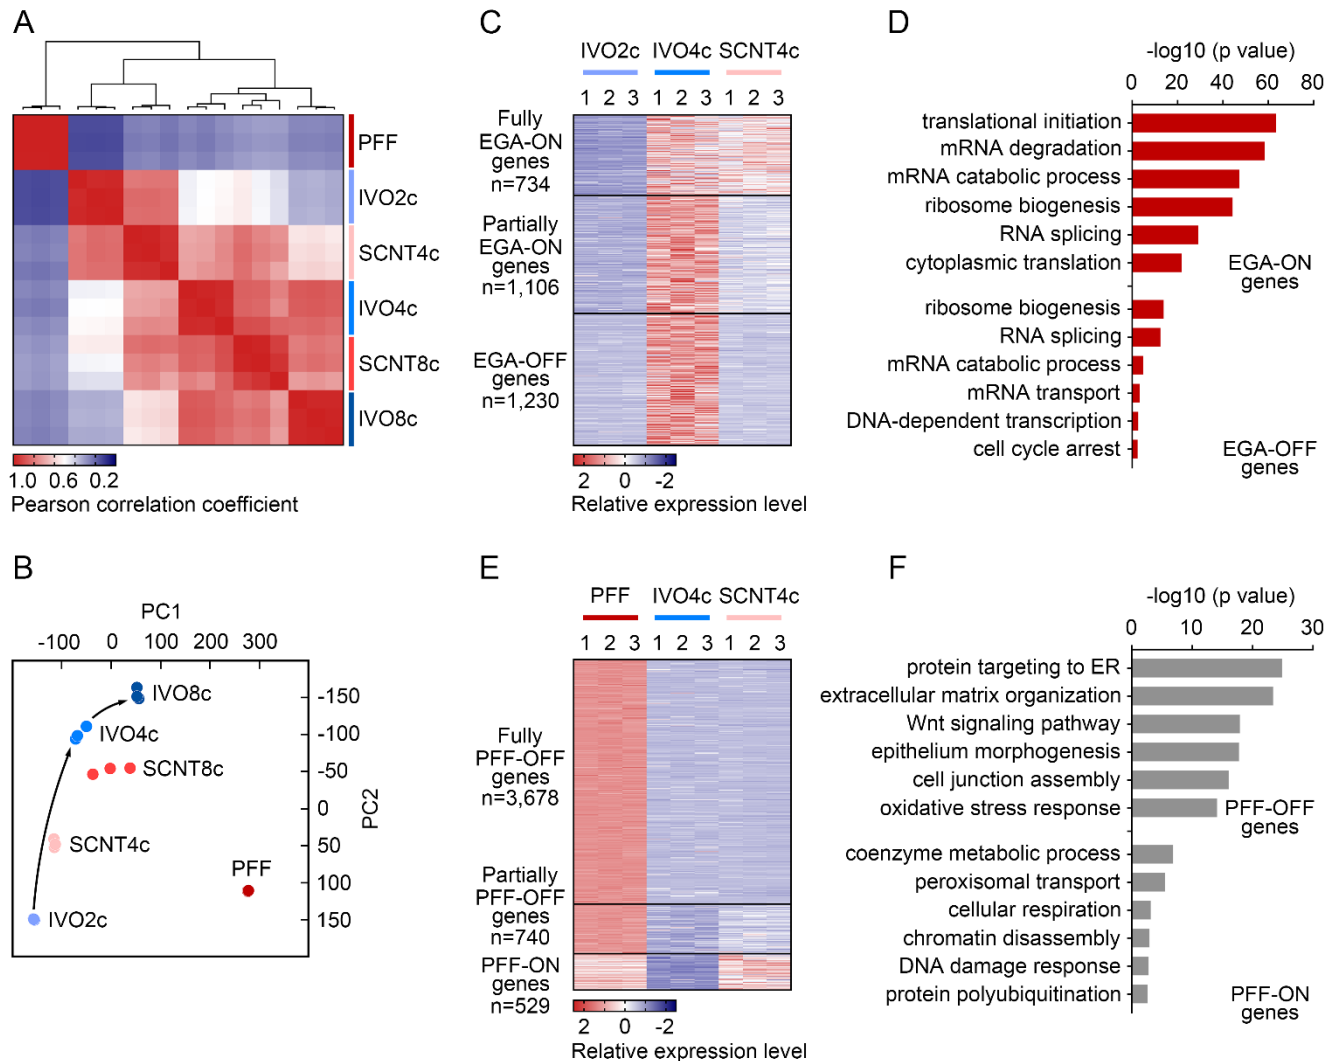

**Figure S1. Differentially expressed genes in four-cell SCNT embryos, related to Figure 2.**

(A) Heatmap showing the Pearson correlation coefficients in PFF, IVO and SCNT embryos at different stages. Hierarchical clustering is shown in the top panel. 2c, 4c, 8c indicates 2-cell, 4-cell, 8-cell embryos, respectively. RNA-seq data of IVO embryos are from a previous study (Kong et al., 2020).

(B) Principal component analysis of expression patterns among all samples.

(C and E) Heatmap showing the expression levels of differentially expressed genes (DEGs) [fold change (FC) > 3] between IVO2c/PFF and IVO4c, which are classified into six groups by comparing SCNT4c with IVO4c (Fully EGA-ON, FC ≤ 2; Partially EGA-ON, 2 < FC ≤ 5; EGA-OFF, FC > 5) and PFF (Fully PFF-OFF, FC ≥ 5; Partially PFF-OFF, 2 ≤ FC < 5; PFF-ON, FC < 2). Each row represents the normalized FPKM (fragments per kilobase of exon per million mapped fragments) of a transcript and each column represents a replicate.

(D and F) Bar plots showing the gene ontology analysis of EGA-ON/OFF and PFF-ON/OFF genes.

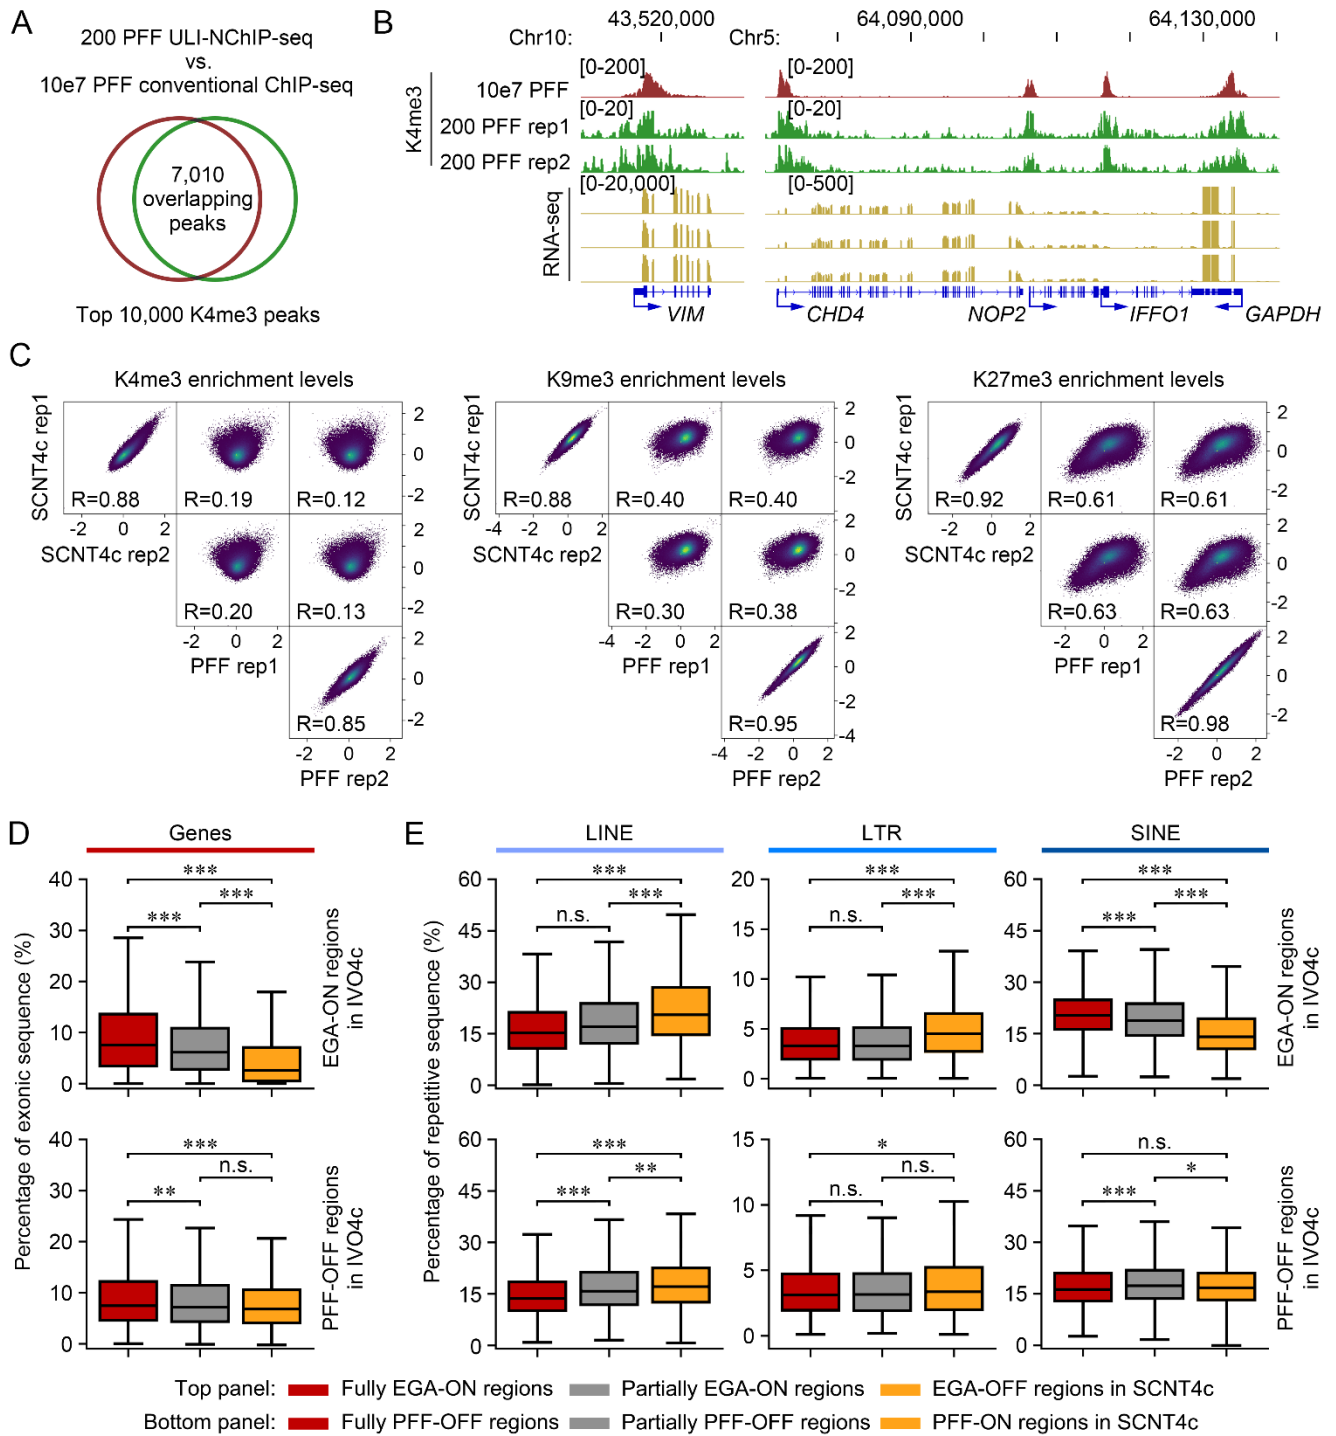

**Figure S2. Validation and high reproducibility of ULI-NChIP-seq, related to Figure 1.**

(A) The number of overlapping peaks between the top 10,000 H3K4me3 peaks detected from ultra-low-input native chromatin immunoprecipitation sequencing (ULI-NChIP-seq) using 200 PFF and conventional ChIP-seq using 10e7 PFF (Gao et al., 2019).

(B) Genome browser view showing H3K4me3 peaks on the transcription start sites (TSSs) of representative genes from ULI-NChIP-seq and conventional ChIP-seq.

(C) Scatter plots showing the correlations of H3K4me3, H3K9me3, H3K27me3 enrichments among ULI-NChIP-seq samples.

(D) Box plots comparing the average percentage of exonic sequences in EGA-ON/OFF and PFF-ON/OFF

regions in SCNT4c. \*\*p < 0.01, \*\*\* p < 0.001; n.s., not significant; two-tailed Student's *t* test.

(E) Box plots comparing the average percentage of repetitive sequences in EGA-ON/OFF and PFF-ON/OFF regions in SCNT4c. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001; n.s., not significant; two-tailed Student's *t* test.

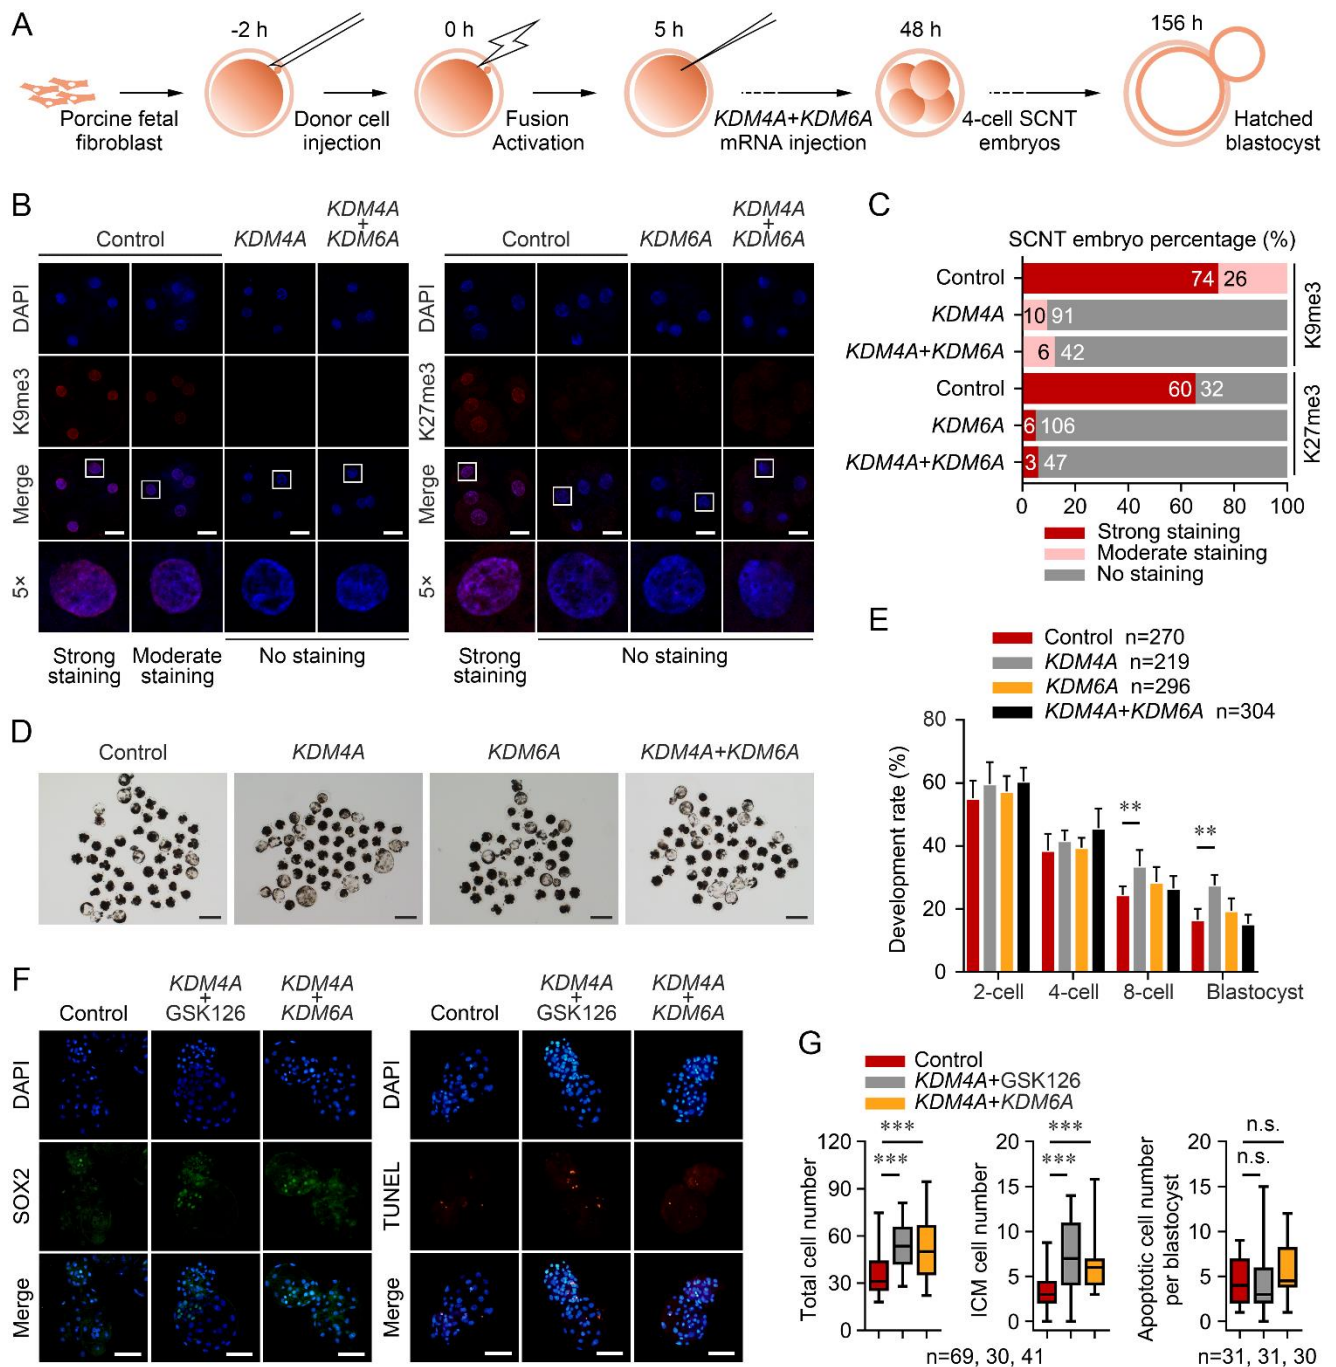

**Figure S3. *KDM4A+KDM6A* co-injection cannot improve SCNT embryonic development, related to Figure 3.**

(A) Experimental design of the microinjection procedure. SCNT embryos were injected with *KDM4A* and *KDM6A* mRNA at 5 h after activation.

(B) Immunostaining of H3K9me3 and H3K27me3 (red) and DNA (blue) in SCNT4c derived from 1,000 ng/µL *KDM4A*-injected, *KDM6A*-injected, co-injected and non-injected groups. One of the nuclei in SCNT4c is magnified five-fold. Scale bars, 50 µm.

(C) Bar plot showing the percentage of SCNT4c with positive H3K9me3 and H3K27me3 staining and no staining in different groups. Numbers of the total embryos analyzed from 4-5 replicates are shown in the bars.

(D) Representative images of different groups after culturing for 6.5 d *in vitro*. Scale bar, 200 µm.

(E) Bar plot showing the development rates in different groups. Error bars represent the SD. Numbers of the total

embryos analyzed from five replicates are shown in the legend. \*\* $p < 0.01$ ; two-tailed Student's  $t$  test.

(F) Labeling of SOX2 (green), apoptotic cells (red) and DNA (blue) in blastocysts derived from *KDM4A*+GSK126 combined-treated, *KDM4A*+*KDM6A* co-injected and non-treated groups. Scale bars, 100  $\mu\text{m}$ .

(G) Box plots comparing the total cell numbers, inner cell mass (ICM) cell numbers, and apoptotic cell numbers of blastocysts derived from different groups. Numbers of the total blastocysts analyzed from three replicates are shown under the plot. \*\*\* $p < 0.001$ ; n.s., not significant; two-tailed Student's  $t$  test.

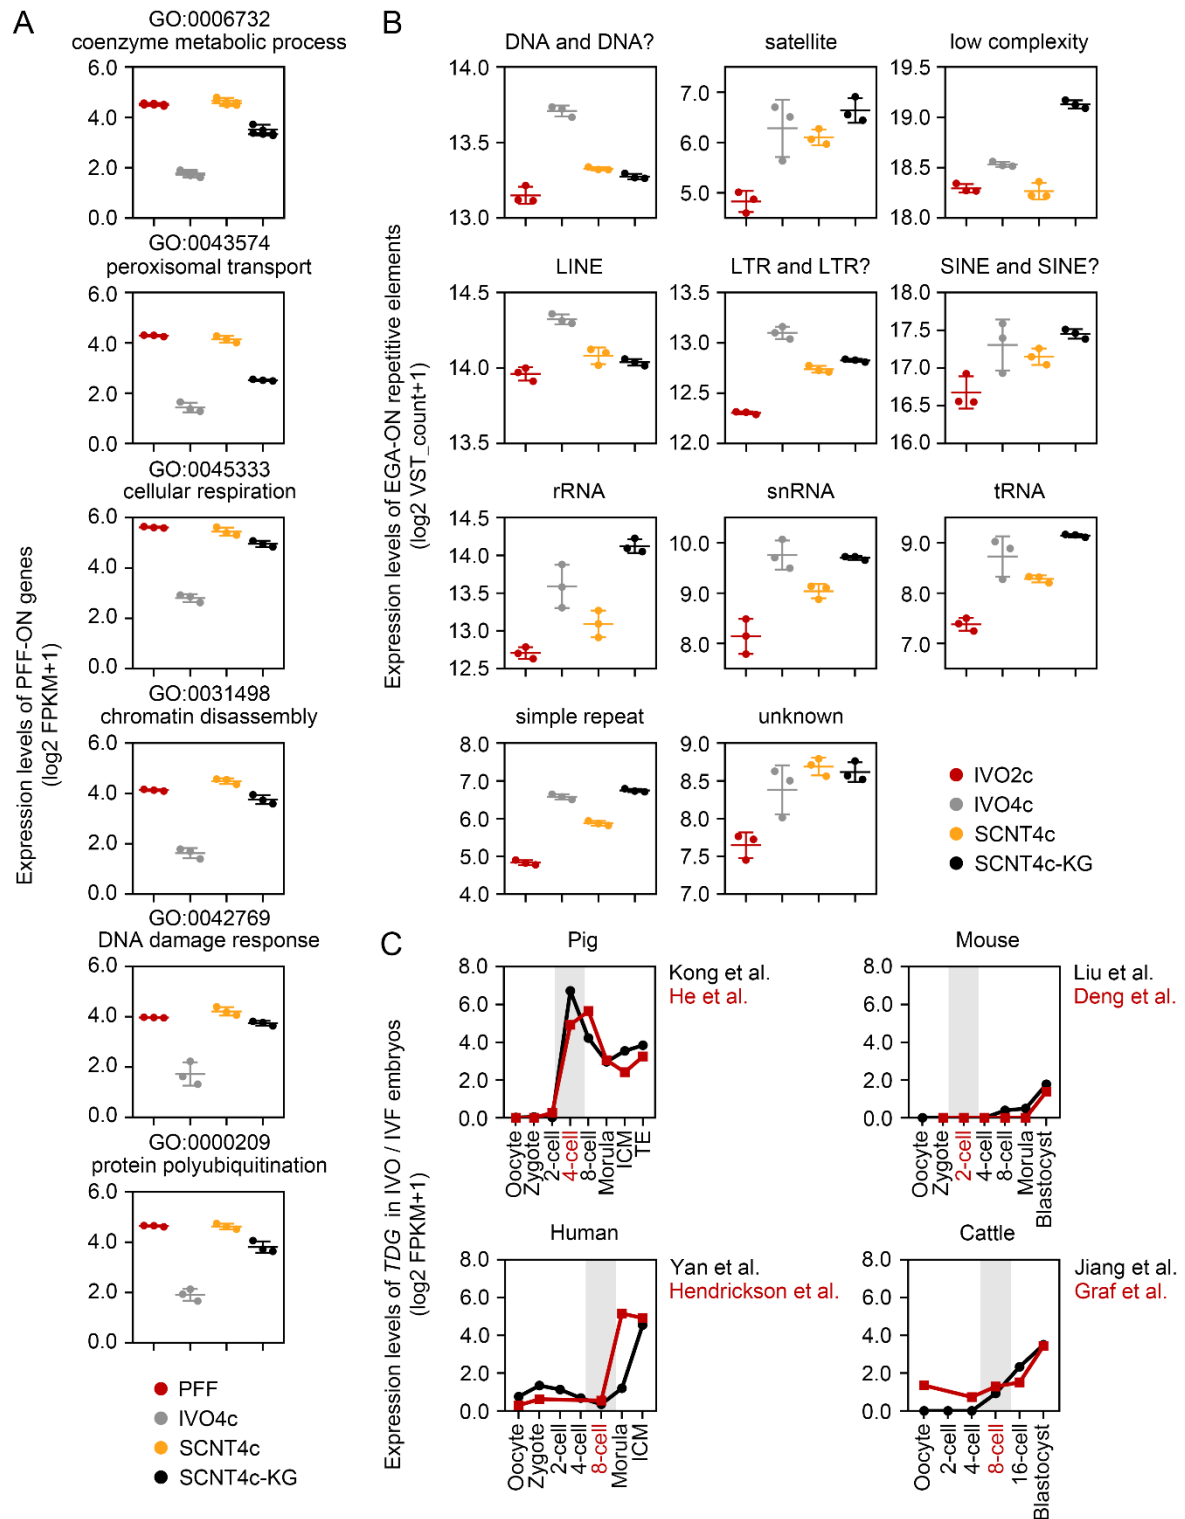

**Figure S4. Expression levels of PFF-ON genes, EGA-ON repetitive elements and TDG, related to Figures 4-6.**

(A) Scatter dot plots comparing the expression levels of candidate PFF-ON genes (Figure S1F) in PFF, IVO4c, SCNT4c and SCNT4c with combined *KDM4A*+GSK126 treatment (SCNT4c-KG). Each plot shows the mean and the SD error bars in three replicates.

(B) Scatter dot plots comparing the expression levels of each EGA-ON repetitive element in IVO2c, IVO4c, SCNT4c and SCNT4c-KG. Each plot shows the mean and the SD error bars in three replicates.

(C) Line plots illustrating the dynamic transcriptional changes of *TDG* in the fertilized embryos of pig (He et al., 2019; Kong et al., 2020), mouse (Deng et al., 2014; Liu et al., 2016), human (Hendrickson et al., 2017; Yan et al., 2013) and cattle (Graf et al., 2014; Jiang et al., 2014). Developmental stage colored in red with gray shade indicates the EGA timing in each species.

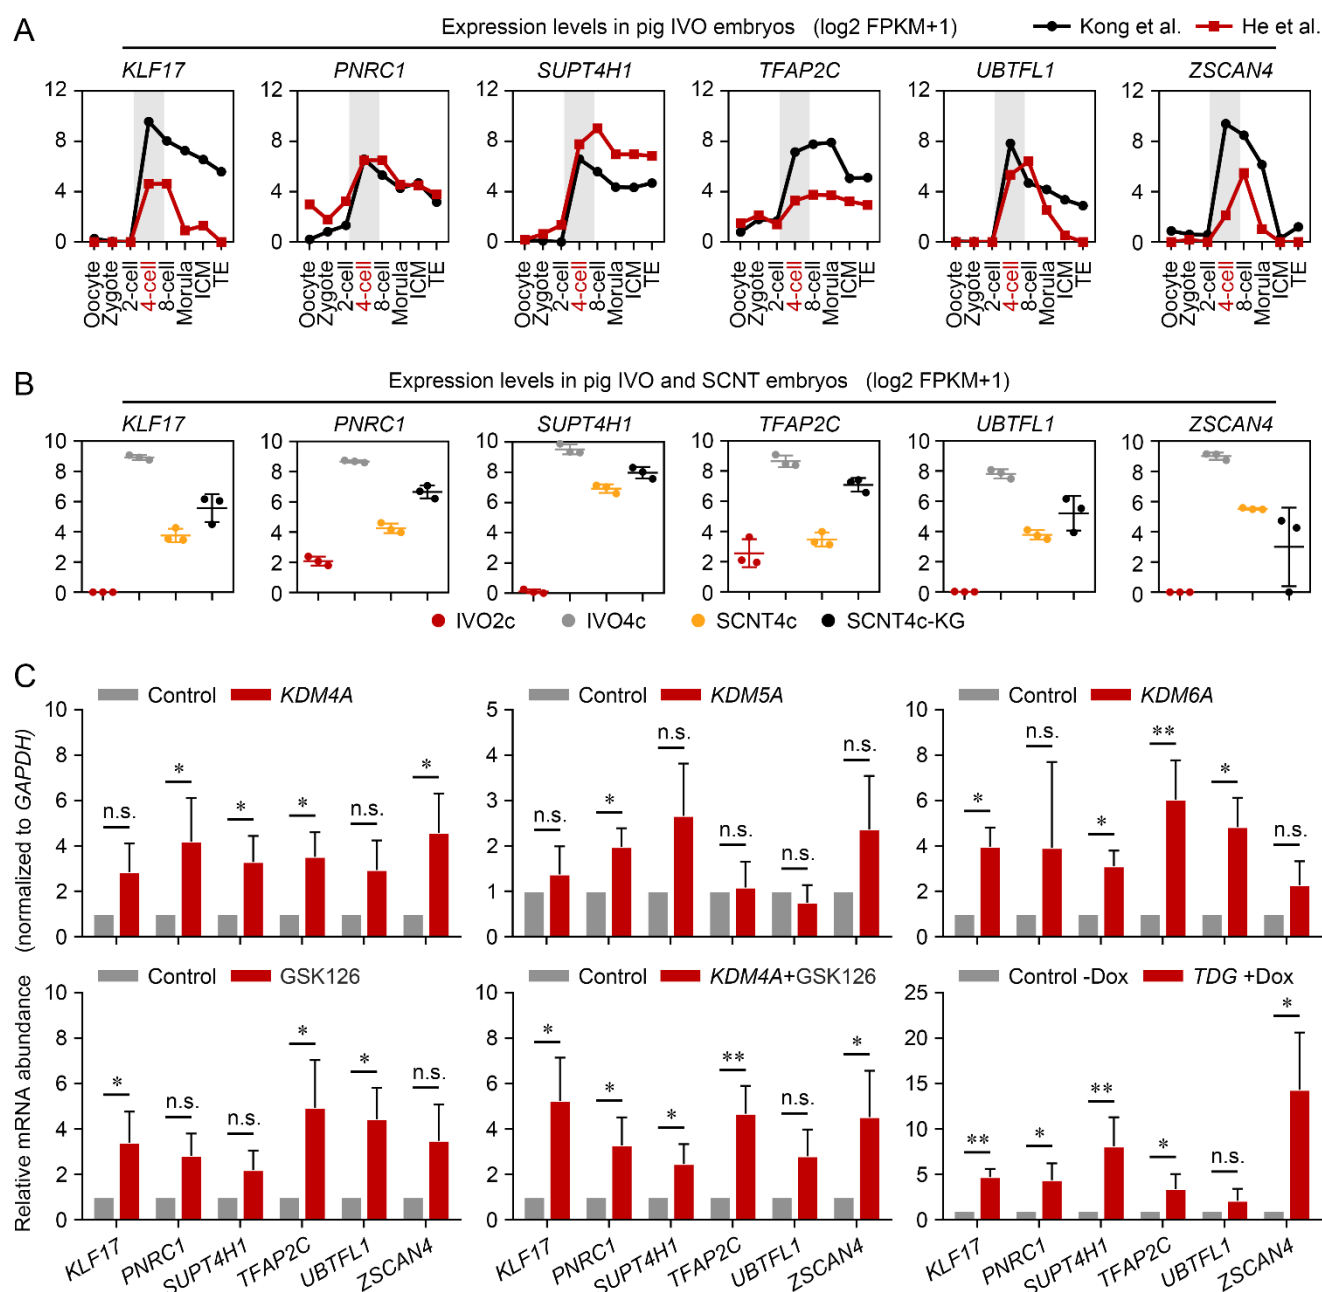

**Figure S5. Expression levels of six EGA-OFF genes in four-cell SCNT embryos, related to Figures 4 and 6.**

(A) Line plots illustrating the dynamic transcriptional changes of six genes in porcine IVO embryos (He et al., 2019; Kong et al., 2020). Developmental stage colored in red with gray shade indicates the EGA timing in porcine IVO embryos.

(B) Scatter dot plots comparing the expression levels of six genes in IVO2c, IVO4c, SCNT4c and SCNT4c-KG. Each plot shows the mean and the SD error bars in three replicates.

(C) Bar plots showing the mRNA abundances of six EGA-OFF genes in SCNT4c derived from *KDM4A*+GSK126 combined-treated, *TDG* +Dox, *KDM4A*-injected, *KDM5A*-injected, *KDM6A*-injected, GSK126-treated and their corresponding non-treated groups. The results from non-treated groups are set as 1. Error bars represent the SD in 3-4 replicates. \* $p < 0.05$ , \*\* $p < 0.01$ ; n.s., not significant; two-tailed Student's  $t$  test.

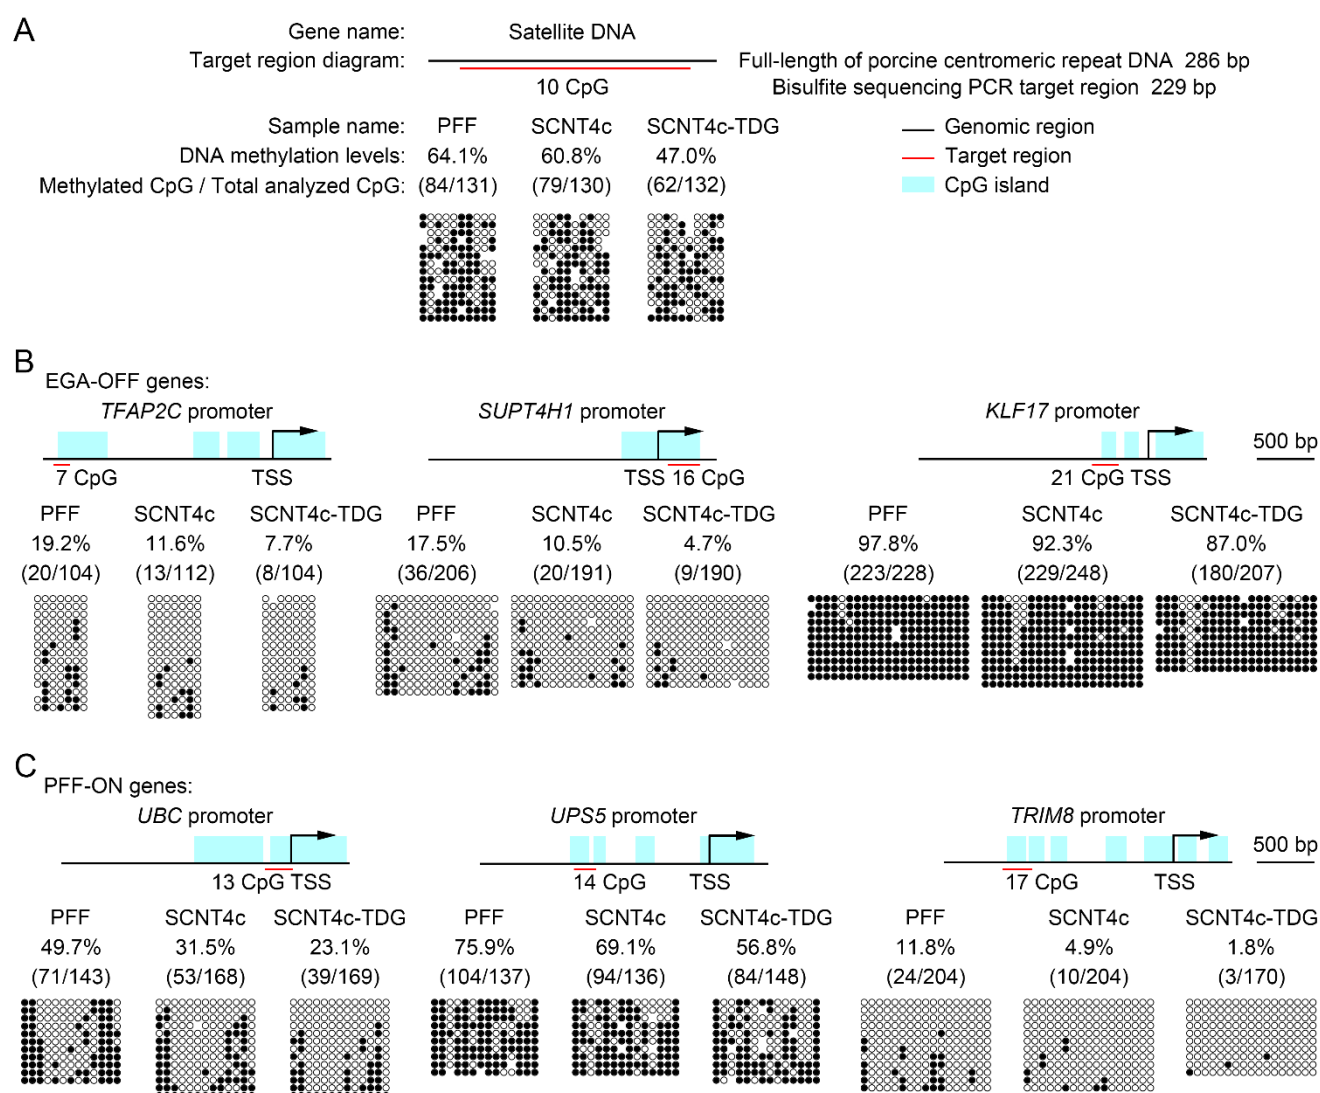

**Figure S6. TDG reduces DNA methylation levels in four-cell SCNT embryos, related to Figures 6 and 7.**

(A-C) DNA methylation statuses of satellite DNA (A), EGA-OFF gene promoters (B) and PFF-ON gene promoters (C) in PFF, SCNT4c and SCNT4c overexpressed with *TDG* (SCNT4c-TDG). DNA methylation levels are determined by bisulfite sequencing PCR (BS-PCR), and are shown as the percentage of methylated CpG relative to the total analyzed CpG. Numbers in parentheses indicate methylated CpG number and total analyzed CpG number, respectively. White and black circles represent unmethylated and methylated CpG, respectively. Each horizontal line represents one individual clone. The diagram in each figure denotes the BS-PCR target regions (red lines) near CpG islands (blue regions) in gene promoters (upstream 2,000 bp and downstream 500 bp from TSSs). CpG number in target region is shown under red lines.

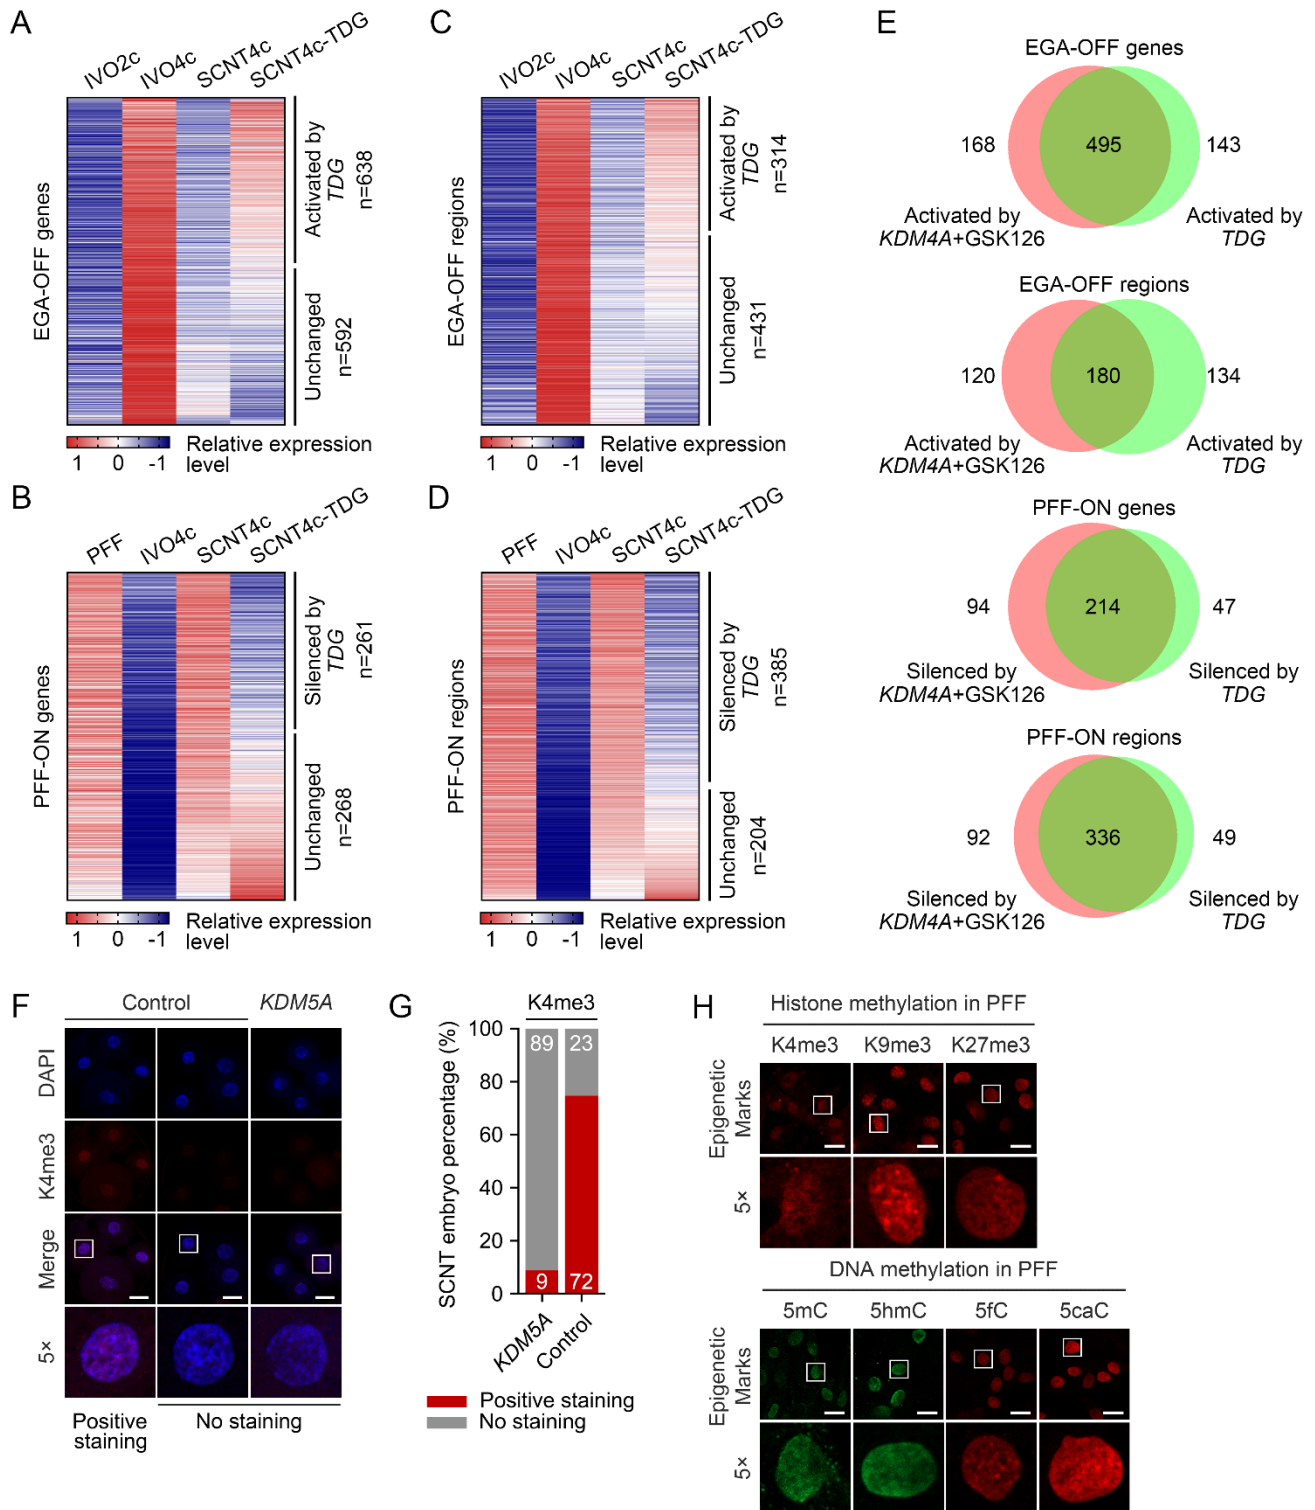

**Figure S7. TDG facilitates EGA initiation and somatic cell memory silencing, related to Figures 6 and 7.**

(A and B) Heatmap showing the expression levels of EGA-OFF genes (Figure S1C) among IVO2c, IVO4c, SCNT4c, SCNT4c-TDG, and PFF-ON genes (Figure S1E) among PFF, IVO4c, SCNT4c, SCNT4c-TDG. Each row represents the normalized FPKM of a transcript.  $FC > 2$  are EGA-OFF genes reactivated in SCNT4c-TDG (SCNT4c-TDG versus SCNT4c),  $FC < 0.5$  are PFF-ON genes silenced in SCNT4c-TDG.

(C and D) Heatmap showing the expression levels of EGA-OFF regions (Figure 1A) among IVO2c, IVO4c, SCNT4c, SCNT4c-TDG, and PFF-ON regions (Figure 1B) among PFF, IVO4c, SCNT4c, SCNT4c-TDG. Each

row represents the normalized RPM of a region.  $FC > 2$  are EGA-OFF regions reactivated in SCNT4c-TDG (SCNT4c-TDG versus SCNT4c),  $FC < 0.5$  are PFF-ON regions silenced in SCNT4c-TDG.

(E) The overlapping number of restored genes and regions between SCNT4c-KG and SCNT4c-TDG.

(F) Immunostaining of H3K4me3 (red) and DNA (blue) in SCNT4c derived from 1,000 ng/ $\mu$ L *KDM5A*-injected and non-injected groups. One of the nuclei in SCNT4c is magnified five-fold. Scale bars, 50  $\mu$ m.

(G) Bar plot showing the percentage of SCNT4c derived from different groups with positive H3K4me3 staining and no staining. Numbers of the total embryos analyzed from four replicates are shown in the bars.

(H) Immunostaining of H3K4me3 (red), H3K9me3 (red), H3K27me3 (red), 5mC (green), 5hmC (green), 5fC (red), and 5caC (red) in donor cell PFF. One of the nuclei in PFF is magnified five-fold. Scale bars, 20  $\mu$ m.

## Supplemental Tables

**Table S1. RNA-seq and ChIP-seq experiment summary, related to Figure 1.**

See supplemental Excel file.

**Table S2. *In vitro* development of SCNT embryos with different treatments, related to Figures 3 and 6.**

| Group        | Treatment                                     | Number of replicates | Number of fused one-cell embryos | Cleaved per one-cell (%)      | Four-cell per one-cell (%)    | Eight-cell per one-cell (%)   | Blastocyst per one-cell (%)    |
|--------------|-----------------------------------------------|----------------------|----------------------------------|-------------------------------|-------------------------------|-------------------------------|--------------------------------|
| Experiment 1 | $\alpha$ -amanitin treatment<br>20 $\mu$ g/mL | 5                    | 276                              | 60.42 $\pm$ 5.03 <sup>a</sup> | 42.28 $\pm$ 4.64 <sup>a</sup> | 6.63 $\pm$ 1.04 <sup>a</sup>  | 0.86 $\pm$ 1.23 <sup>a</sup>   |
|              | DMSO treatment                                | 5                    | 229                              | 54.99 $\pm$ 4.79 <sup>a</sup> | 40.42 $\pm$ 5.46 <sup>a</sup> | 27.76 $\pm$ 4.38 <sup>b</sup> | 20.98 $\pm$ 4.18 <sup>b</sup>  |
|              | No treatment Control                          | 5                    | 208                              | 58.48 $\pm$ 6.36 <sup>a</sup> | 43.01 $\pm$ 4.03 <sup>a</sup> | 26.48 $\pm$ 3.61 <sup>b</sup> | 18.01 $\pm$ 3.47 <sup>b</sup>  |
| Experiment 2 | <i>KDM4A</i> mRNA injection                   |                      |                                  |                               |                               |                               |                                |
|              | 1,000 ng/uL                                   | 3                    | 139                              | 47.66 $\pm$ 4.18 <sup>a</sup> | N.A.                          | N.A.                          | 23.57 $\pm$ 4.01 <sup>ab</sup> |
|              | 500 ng/uL                                     | 3                    | 109                              | 54.01 $\pm$ 4.47 <sup>a</sup> | N.A.                          | N.A.                          | 25.94 $\pm$ 3.11 <sup>a</sup>  |
|              | 100 ng/uL                                     | 3                    | 110                              | 53.70 $\pm$ 6.42 <sup>a</sup> | N.A.                          | N.A.                          | 21.66 $\pm$ 6.58 <sup>ab</sup> |
|              | 20 ng/uL                                      | 3                    | 111                              | 55.37 $\pm$ 8.06 <sup>a</sup> | N.A.                          | N.A.                          | 16.30 $\pm$ 4.63 <sup>bc</sup> |
|              | Non-injected Control                          | 3                    | 135                              | 48.77 $\pm$ 2.93 <sup>a</sup> | N.A.                          | N.A.                          | 12.44 $\pm$ 3.80 <sup>c</sup>  |
| Experiment 3 | <i>KDM5A</i> mRNA injection                   |                      |                                  |                               |                               |                               |                                |
|              | 1,000 ng/uL                                   | 3                    | 142                              | 58.43 $\pm$ 4.94 <sup>a</sup> | N.A.                          | N.A.                          | 12.84 $\pm$ 3.94 <sup>a</sup>  |
|              | 500 ng/uL                                     | 3                    | 100                              | 56.32 $\pm$ 4.51 <sup>a</sup> | N.A.                          | N.A.                          | 14.21 $\pm$ 2.63 <sup>a</sup>  |
|              | 100 ng/uL                                     | 3                    | 110                              | 55.42 $\pm$ 7.01 <sup>a</sup> | N.A.                          | N.A.                          | 19.58 $\pm$ 4.17 <sup>a</sup>  |
|              | 20 ng/uL                                      | 3                    | 104                              | 62.71 $\pm$ 2.82 <sup>a</sup> | N.A.                          | N.A.                          | 18.54 $\pm$ 3.44 <sup>a</sup>  |
|              | Non-injected Control                          | 3                    | 130                              | 61.12 $\pm$ 6.33 <sup>a</sup> | N.A.                          | N.A.                          | 14.57 $\pm$ 4.04 <sup>a</sup>  |

|              |                                                   |   |     |                            |                            |                            |                            |
|--------------|---------------------------------------------------|---|-----|----------------------------|----------------------------|----------------------------|----------------------------|
| Experiment 4 | <i>KDM6A</i> mRNA injection                       |   |     |                            |                            |                            |                            |
|              | 1,000 ng/uL                                       | 3 | 138 | 56.10 ± 7.96 <sup>ab</sup> | N.A.                       | N.A.                       | 19.02 ± 5.46 <sup>a</sup>  |
|              | 500 ng/uL                                         | 3 | 129 | 54.77 ± 7.77 <sup>ab</sup> | N.A.                       | N.A.                       | 21.69 ± 2.15 <sup>a</sup>  |
|              | 100 ng/uL                                         | 3 | 120 | 64.90 ± 1.14 <sup>a</sup>  | N.A.                       | N.A.                       | 24.62 ± 3.53 <sup>a</sup>  |
|              | 20 ng/uL                                          | 3 | 150 | 52.62 ± 2.92 <sup>b</sup>  | N.A.                       | N.A.                       | 23.28 ± 4.63 <sup>a</sup>  |
|              | Non-injected Control                              | 3 | 120 | 57.08 ± 5.20 <sup>ab</sup> | N.A.                       | N.A.                       | 17.11 ± 4.69 <sup>a</sup>  |
| Experiment 5 | <i>KDM4A</i> mRNA injection<br>1,000 ng/uL        | 5 | 219 | 59.75 ± 6.91 <sup>a</sup>  | 41.69 ± 3.31 <sup>ab</sup> | 33.61 ± 5.14 <sup>a</sup>  | 27.53 ± 3.30 <sup>a</sup>  |
|              | <i>KDM6A</i> mRNA injection<br>1,000 ng/uL        | 5 | 296 | 57.28 ± 4.95 <sup>a</sup>  | 39.50 ± 3.11 <sup>ab</sup> | 28.51 ± 4.80 <sup>ab</sup> | 19.46 ± 3.89 <sup>b</sup>  |
|              | <i>KDM4A</i> + <i>KDM6A</i> mRNA<br>co-injection  | 5 | 304 | 60.53 ± 4.29 <sup>a</sup>  | 45.64 ± 6.25 <sup>a</sup>  | 26.51 ± 3.92 <sup>b</sup>  | 15.29 ± 2.87 <sup>b</sup>  |
|              | Non-injected Control                              | 5 | 270 | 55.16 ± 5.59 <sup>a</sup>  | 38.58 ± 5.28 <sup>b</sup>  | 24.51 ± 2.66 <sup>b</sup>  | 16.56 ± 3.51 <sup>b</sup>  |
| Experiment 6 | GSK126 treatment                                  |   |     |                            |                            |                            |                            |
|              | 0.05 µM for 48 h                                  | 3 | 130 | 57.10 ± 4.31 <sup>a</sup>  | N.A.                       | N.A.                       | 24.09 ± 2.07 <sup>ab</sup> |
|              | 0.1 µM for 48 h                                   | 3 | 110 | 61.84 ± 5.47 <sup>a</sup>  | N.A.                       | N.A.                       | 28.68 ± 3.67 <sup>b</sup>  |
|              | 0.5 µM for 48 h                                   | 3 | 135 | 62.65 ± 7.16 <sup>a</sup>  | N.A.                       | N.A.                       | 25.85 ± 4.90 <sup>b</sup>  |
|              | No treatment Control                              | 3 | 120 | 54.61 ± 7.41 <sup>a</sup>  | N.A.                       | N.A.                       | 16.82 ± 3.38 <sup>a</sup>  |
| Experiment 7 | <i>KDM4A</i> mRNA injection<br>1,000 ng/uL        | 5 | 194 | 59.47 ± 5.41 <sup>a</sup>  | 44.40 ± 3.55 <sup>ab</sup> | 34.43 ± 2.77 <sup>a</sup>  | 26.78 ± 3.04 <sup>a</sup>  |
|              | GSK126 treatment<br>0.1 µM for 48 h               | 5 | 219 | 61.89 ± 3.63 <sup>a</sup>  | 42.42 ± 2.34 <sup>ab</sup> | 31.60 ± 3.93 <sup>a</sup>  | 24.71 ± 3.47 <sup>a</sup>  |
|              | <i>KDM4A</i> mRNA injection +<br>GSK126 treatment | 5 | 227 | 63.31 ± 3.78 <sup>a</sup>  | 47.34 ± 5.21 <sup>a</sup>  | 39.70 ± 3.70 <sup>b</sup>  | 33.49 ± 4.22 <sup>b</sup>  |

|               |                                                          |   |     |                            |                           |                            |                           |
|---------------|----------------------------------------------------------|---|-----|----------------------------|---------------------------|----------------------------|---------------------------|
|               | No treatment Control                                     | 5 | 181 | 58.67 ± 6.48 <sup>a</sup>  | 41.13 ± 3.09 <sup>b</sup> | 26.04 ± 4.76 <sup>c</sup>  | 15.97 ± 2.07 <sup>c</sup> |
| Experiment 8  | <i>TDG</i> mRNA injection                                |   |     |                            |                           |                            |                           |
|               | 1,000 ng/uL                                              | 3 | 156 | 26.52 ± 6.53 <sup>a</sup>  | N.A.                      | N.A.                       | 0.00 ± 0.00 <sup>a</sup>  |
|               | 500 ng/uL                                                | 3 | 109 | 46.82 ± 4.50 <sup>b</sup>  | N.A.                      | N.A.                       | 0.93 ± 1.60 <sup>a</sup>  |
|               | 100 ng/uL                                                | 3 | 93  | 50.57 ± 5.42 <sup>bc</sup> | N.A.                      | N.A.                       | 12.11 ± 4.98 <sup>b</sup> |
|               | 20 ng/uL                                                 | 3 | 157 | 54.11 ± 4.34 <sup>bc</sup> | N.A.                      | N.A.                       | 15.49 ± 3.43 <sup>b</sup> |
|               | Non-injected Control                                     | 3 | 148 | 58.67 ± 7.83 <sup>c</sup>  | N.A.                      | N.A.                       | 18.34 ± 4.60 <sup>b</sup> |
| Experiment 9  | Dox-inducible <i>TDG</i> expression                      |   |     |                            |                           |                            |                           |
|               | <i>TDG</i> donor cell +Dox                               | 4 | 167 | 48.64 ± 3.37 <sup>a</sup>  | 36.29 ± 2.85 <sup>a</sup> | 28.84 ± 5.04 <sup>a</sup>  | 24.97 ± 2.71 <sup>a</sup> |
|               | <i>TDG</i> donor cell -Dox                               | 4 | 160 | 50.76 ± 4.81 <sup>ab</sup> | 32.75 ± 3.94 <sup>a</sup> | 21.83 ± 1.81 <sup>b</sup>  | 10.49 ± 4.11 <sup>b</sup> |
|               | Control donor cell +Dox                                  | 4 | 138 | 54.17 ± 4.02 <sup>ab</sup> | 37.34 ± 4.55 <sup>a</sup> | 23.01 ± 4.80 <sup>ab</sup> | 12.67 ± 5.70 <sup>b</sup> |
|               | Control donor cell -Dox                                  | 4 | 132 | 56.94 ± 4.73 <sup>b</sup>  | 39.06 ± 4.77 <sup>a</sup> | 25.70 ± 1.76 <sup>ab</sup> | 16.20 ± 2.81 <sup>b</sup> |
| Experiment 10 | <i>KDM4A</i> + GSK126 + <i>TDG</i><br>(Triple Treatment) | 3 | 128 | 64.00 ± 5.12 <sup>a</sup>  | 52.34 ± 5.05 <sup>a</sup> | 43.00 ± 3.28 <sup>a</sup>  | 34.44 ± 3.09 <sup>a</sup> |
|               | <i>KDM4A</i> mRNA injection +<br>GSK126 treatment        | 3 | 121 | 69.75 ± 3.81 <sup>a</sup>  | 55.66 ± 4.29 <sup>a</sup> | 44.69 ± 2.26 <sup>a</sup>  | 38.65 ± 3.87 <sup>a</sup> |
|               | Non-treated Control                                      | 3 | 115 | 66.95 ± 6.55 <sup>a</sup>  | 49.76 ± 3.04 <sup>a</sup> | 27.52 ± 2.40 <sup>b</sup>  | 17.36 ± 3.87 <sup>b</sup> |

Data are shown as the mean ± SD. N.A., not available.

<sup>a</sup>, <sup>b</sup>, <sup>c</sup> Values with different superscripts differ significantly (p < 0.05) in the same group from each other (one-way ANOVA with Duncan test).

**Table S3. Expression levels of EGA-ON and PFF-OFF genes among porcine PFF, IVO and SCNT embryos, related to Figures 2, 4, 7.**

See supplemental Excel file.

**Table S4. Expression levels of EGA-ON and PFF-OFF regions among porcine PFF, IVO and SCNT embryos, related to Figures 1, 4, 7.**

See supplemental Excel file.

**Table S5. Expression levels of porcine EGA-ON repetitive elements, related to Figure 5.**

See supplemental Excel file.

**Table S6. Sequences of cDNA amplification primers, quantitative PCR primers, and bisulfite sequencing PCR primers, related to Supplemental Experimental Procedures.**

| Name         | Gene Accession | Experiments                            | Sense (5' to 3')                                                                                                      | Antisense (5' to 3')                                               |
|--------------|----------------|----------------------------------------|-----------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------|
| <i>KDM4A</i> | XM_021096835.1 | Full-length cDNA amplification         | GGAGGGAAATGGCTTCTGAATCTGAAAC                                                                                          | CCGCTGGAAGCACCTACTCCATGATG                                         |
|              |                | Amplification with T7 promotor primers | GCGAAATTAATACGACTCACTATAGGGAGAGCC<br>ACCATGGCTTCTGAATCTGAAAC                                                          | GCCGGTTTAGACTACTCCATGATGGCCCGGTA<br>CAGCGCAGGCTCGATGTAATC          |
| <i>KDM5A</i> | XM_021092486.1 | Full-length cDNA amplification         | GCCCCGACCTGAGAGGAAAAG                                                                                                 | CCAGCCACCCCAGAACTCAATC                                             |
|              |                | Amplification with T7 promotor primers | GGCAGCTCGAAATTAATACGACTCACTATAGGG<br>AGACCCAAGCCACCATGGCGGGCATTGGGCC<br>GGGGGGCTACGCGGCGGAGTTTG                       | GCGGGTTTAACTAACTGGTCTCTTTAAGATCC<br>TCCACTGGTAGTTTG                |
| <i>KDM6A</i> | XM_021079778.1 | Full-length cDNA amplification         | GGTGTGCGCGTTGGAGTTGTGA                                                                                                | GTCTGTATGATGTTGCCAGTTTTG                                           |
|              |                | Amplification with T7 promotor primers | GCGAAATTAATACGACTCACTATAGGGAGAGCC<br>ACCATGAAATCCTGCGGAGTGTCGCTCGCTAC<br>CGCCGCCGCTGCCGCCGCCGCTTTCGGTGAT<br>GAGGAAAAG | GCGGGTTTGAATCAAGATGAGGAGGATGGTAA<br>TGGAGGAGCTAATG                 |
| <i>TDG</i>   | XM_021092634.1 | Full-length cDNA amplification         | GCCATCGAGTCCAAGAGACTG                                                                                                 | GCAGGGCTGAGAAACACTAGTC                                             |
|              |                | Amplification with T7 promotor primers | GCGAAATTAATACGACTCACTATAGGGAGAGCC<br>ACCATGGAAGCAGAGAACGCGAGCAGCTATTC                                                 | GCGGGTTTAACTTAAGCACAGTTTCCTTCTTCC<br>TGCTCTTGCGTCCCACGGTGATTGTAAAG |
| <i>KLF17</i> | NM_001164010.1 | qPCR                                   | AAGATTATGAGGCAGGGTGGAA                                                                                                | CGGAAAACGTGCAAAGACCAAGA                                            |
| <i>PNRC1</i> | XM_021089951.1 | qPCR                                   | CCACCCTCTTTCTCCCTCACT                                                                                                 | CTTCTTTCGCCGCTTCTTTGG                                              |

|                            |                |        |                             |                              |
|----------------------------|----------------|--------|-----------------------------|------------------------------|
| <i>SUPT4H1</i>             | XM_003131646.4 | qPCR   | GCTTGTTTGCTGTGTTGCT         | TGTAGGCCACTCCTCGACTT         |
| <i>TFAP2C</i>              | NM_001123201.1 | qPCR   | GATCAGACGGTCATTCGCAAAG      | AGAAAACCTCGCTGGGATTCAT       |
| <i>UBTFL1</i>              | XM_021102676.1 | qPCR   | GGCAGTGGGGATGAAGATGAAT      | CTTTTGGTGGGAAGTCCTCTGT       |
| <i>ZSCAN4</i>              | XM_021097584.1 | qPCR   | ACAGACGATGGCATGAAGCA        | TCGAGGAGTCCAGAGAGGTG         |
| <i>GAPDH</i>               | NM_001206359.1 | qPCR   | TCGGAGTGAACGGATTTG          | CCTGGAAGATGGTGATGG           |
| Satellite<br>DNA           | Z75640.1       | BS-PCR | TTTGTAGAATGTAGTTTTTAGAAG    | AAAATCTAACTACCTCTAACTC       |
| <i>TFAP2C</i><br>promoter  | NM_001123201.1 | BS-PCR | AAGGGTAATTAGGATTTGGGGT      | CCTAAAATACAACCTAAACAAATTATCT |
| <i>KLF17</i><br>promoter   | NM_001164010.1 | BS-PCR | TGATGAAAGTTTGATTTTTTTTGTAGT | CCCTACTCCATCTCAACCTAAAAT     |
| <i>SUPT4H1</i><br>promoter | XM_003131646.4 | BS-PCR | AGAGGATGGTTTTGGAGATAGTGT    | CCTATACTAAAACTAAAATTACAAAACT |
| <i>TRIM8</i><br>promoter   | XM_001928904.7 | BS-PCR | TTTAATTTTAGATAGGGAAAAGGGG   | AAAAATAATATCCCTACATCAAAC     |
| <i>UBC</i><br>promoter     | XM_003483411.4 | BS-PCR | TATAGGAAAGTATTTTAGGAGTGAAA  | CCTCACCAAATAACAATAACAACAA    |
| <i>USP5</i><br>promoter    | XM_021092411.1 | BS-PCR | GTTTAGGGTATTTGGATGGGAGT     | ACCTAAATCACTTCTCACAAACATC    |

---

## Supplemental Experimental Procedures

### Donor cell preparation

Passage 2-5 PFFs were cultured in DMEM medium (Gibco) containing 10% (v/v) fetal bovine serum (Hyclone) for 72 h to induce contact inhibition, and digested by trypsin-EDTA solution to use as donor cells. For cell line establishment, PFFs were transfected with *TDG*-inducible expression vector by using the U023 program on Nucleofector 2b (Lonza), and then selected in culture medium containing 2 µg/mL puromycin for 7 d. The vector construction is based on TLCV2 backbone (Addgene plasmid # 87360).

### SCNT

Matured oocytes were collected as a previous report (Liu et al., 2020). Enucleation was then performed with a 20-µm glass pipette by aspirating the first polar body and adjacent cytoplasm of oocytes in manipulation medium containing 7.5 mg/mL cytochalasin B, and a single donor cell was injected into the perivitelline space. Reconstructed embryos were placed in an activation chamber with electrodes 1 mm apart containing activating medium. Two successive direct current pulses (1.2 kV/cm, 30 µs) were applied on an Electro-Cell Manipulator ECM2100 (BTX). After activation (0 h), embryos were cultured in porcine zygote medium-3 (PZM-3) medium (Liu et al., 2020) for 6.5 d under 5% CO<sub>2</sub> in air at 38.5°C, and captured by using Ti-E microscopy (Nikon).

### Microinjection and treatment

Full lengths of *KDM4A*, *KDM5A*, *KDM6A* and *TDG* were amplified from pig ovarian cDNA with primers containing T7 promoters by PrimeSTAR GXL DNA Polymerase (Takara) (Table S6). mRNAs were synthesized by mMESSAGE mMACHINE T7 Ultra Kit (Invitrogen) according to the manufacturer's instructions. For microinjection, 5 h-post-activated SCNT embryos were placed in manipulation medium and injected with 20-1,000 ng/µl mRNAs by FemtoJet 4i (Eppendorf), and cultured in PZM-3 medium for 6.5 d. For treatment, reconstructed embryos were cultured in PZM-3 medium containing 0.05-0.5 µM GSK126 (S7061, Selleck) at 0-48 h, 500 ng/mL doxycycline (631311, Clontech) at 40-72 h, or 20 µg/mL α-amanitin (A2236, Sigma-Aldrich) for 6.5 d.

### Outgrowth

Outgrowth experiment of pig blastocysts was performed according to a previous study (Zhang et al., 2019). Briefly, SCNT blastocysts cultured for 7 d were seeded on mitotically inactivated mouse embryonic fibroblasts in KO-DMEM-based pig pluripotent stem cell medium. After culturing for 7 d under 5% O<sub>2</sub>, 5% CO<sub>2</sub>, 90% N<sub>2</sub> at 39°C, the outgrowth colonies were fixed in 4% paraformaldehyde for 15 min, stained with alkaline phosphatase by Fast Red TR/α-Naphthol AS-MX mixture (Sigma-Aldrich) for 15 min, and captured under bright-field microscopy.

### Quantitative PCR

Total RNA was isolated from 30 four-cell embryos by RNeasy Pure Micro Kit (TIANGEN). First-strand cDNAs were synthesized by HiScript II Q RT SuperMix Kit plus gDNA wiper (Vazyme), and quantified by ChamQ Universal SYBR qPCR Master Mix (Vazyme) on CFX96 Real-Time PCR Detection System (Bio-Rad). The results were normalized to the internal control gene *GAPDH* (Kuijk et al., 2007). Primer sequences are listed in Table S6. Data are shown as the fold change =  $2^{-\Delta\Delta C_t}$  mean ± SD.

### Immunofluorescence

For histone methylation staining, samples were fixed in 4% paraformaldehyde for 30 min, permeabilized in 0.5% Triton X-100 for 30 min, blocked in 5% bovine serum albumin for 2 h, and incubated with primary antibodies (H3K4me3, ab8580, Abcam; H3K9me3, ab8898, Abcam; H3K27me3, 07-449, Merck; 1:500) overnight at 4°C. After three washes, embryos were incubated with corresponding secondary antibodies (Abbkine) for 1 h. For

DNA methylation staining, permeabilized samples were denatured with 4 N HCl for 10 min, neutralized with 100 mM Tris-HCl (pH 8.5) for 20 min, and incubated with primary (5mC, 39649; 5hmC, 39999; 5fC, 61228; 5caC, 61230; Active Motif; 1:100) and secondary antibodies as mentioned above. For cell number counting, permeabilized blastocysts were blocked and incubated with SOX2 antibody (sc-365823, Santa Cruz; 1:200). The TUNEL signals of permeabilized blastocysts were detected by using One Step TUNEL Apoptosis Assay Kit (Beyotime). All samples were mounted on glass slides in VECTASHIELD antifade medium (Vector Laboratories) containing 4,6-diamidino-2-phenylindole (DAPI), and captured on an LSM 800 confocal microscope (ZEISS). All steps were performed at room temperature unless stated otherwise.

### **Bisulfite sequencing PCR**

A pool of 30 SCNT embryos and 96-well PFFs was harvested and bisulfite conversion was conducted by using EZ DNA Methylation-Direct Kit (Zymo Research) according to the manufacturer's instructions. Bisulfite sequencing PCR (BS-PCR) was then performed by using ZymoTaq DNA Polymerase (Zymo Research) and the primers designed from MethPrimer (v2.0 and v1.0) based on candidate gene promoter sequences (upstream 2,000 bp and downstream 500 bp from the TSSs) (Table S6). BS-PCR primers for porcine satellite DNA was from a previous study (Kang et al., 2001) (Table S6). We sequenced 10-16 clones from three independent samples. DNA methylation levels were evaluated as the ratio of methylated CpG number to the total CpG number by BiQ Analyzer (v2.02).

## **Supplemental References**

- Deng, Q., Ramskold, D., Reinius, B., and Sandberg, R. (2014). Single-cell RNA-seq reveals dynamic, random monoallelic gene expression in mammalian cells. *Science* **343**, 193-196.
- Gao, X., Nowak-Imialek, M., Chen, X., Chen, D., Herrmann, D., Ruan, D., Chen, A.C.H., Eckersley-Maslin, M.A., Ahmad, S., Lee, Y.L., et al. (2019). Establishment of porcine and human expanded potential stem cells. *Nat. Cell Biol.* **21**, 687-699.
- Graf, A., Krebs, S., Zakhartchenko, V., Schwalb, B., Blum, H., and Wolf, E. (2014). Fine mapping of genome activation in bovine embryos by RNA sequencing. *Proc. Natl. Acad. Sci. U S A* **111**, 4139-4144.
- He, X., Tan, C., Li, Z., Zhao, C., Shi, J., Zhou, R., Wang, X., Jiang, G., Cai, G., Liu, D., et al. (2019). Characterization and comparative analyses of transcriptomes of cloned and in vivo fertilized porcine pre-implantation embryos. *Biol. Open* **8**, bio039917.
- Hendrickson, P.G., Dorais, J.A., Grow, E.J., Whiddon, J.L., Lim, J.W., Wike, C.L., Weaver, B.D., Pflueger, C., Emery, B.R., Wilcox, A.L., et al. (2017). Conserved roles of mouse DUX and human DUX4 in activating cleavage-stage genes and MERVL/HERVL retrotransposons. *Nat. Genet.* **49**, 925-934.
- Jiang, Z., Sun, J., Dong, H., Luo, O., Zheng, X., Obergfell, C., Tang, Y., Bi, J., O'Neill, R., Ruan, Y., et al. (2014). Transcriptional profiles of bovine in vivo pre-implantation development. *BMC Genomics* **15**, 756.
- Kang, Y.K., Koo, D.B., Park, J.S., Choi, Y.H., Kim, H.N., Chang, W.K., Lee, K.K., and Han, Y.M. (2001). Typical demethylation events in cloned pig embryos. Clues on species-specific differences in epigenetic reprogramming of a cloned donor genome. *J. Biol. Chem.* **276**, 39980-39984.
- Kong, Q., Yang, X., Zhang, H., Liu, S., Zhao, J., Zhang, J., Weng, X., Jin, J., and Liu, Z. (2020). Lineage specification and pluripotency revealed by transcriptome analysis from oocyte to blastocyst in pig. *FASEB J.* **34**, 691-705.
- Kuijk, E.W., du Puy, L., van Tol, H.T., Haagsman, H.P., Colenbrander, B., and Roelen, B.A. (2007). Validation of reference genes for quantitative RT-PCR studies in porcine oocytes and preimplantation embryos. *BMC Dev. Biol.* **7**, 58.
- Liu, W., Liu, X., Wang, C., Gao, Y., Gao, R., Kou, X., Zhao, Y., Li, J., Wu, Y., Xiu, W., et al. (2016). Identification

of key factors conquering developmental arrest of somatic cell cloned embryos by combining embryo biopsy and single-cell sequencing. *Cell Discov.* 2, 16010.

Liu, X., Hao, Y., Li, Z., Zhou, J., Zhu, H., Bu, G., Liu, Z., Hou, X., Zhang, X., and Miao, Y.L. (2020). Maternal Cytokines CXCL12, VEGFA, and WNT5A Promote Porcine Oocyte Maturation via MAPK Activation and Canonical WNT Inhibition. *Front. Cell Dev. Biol.* 8, 578.

Yan, L., Yang, M., Guo, H., Yang, L., Wu, J., Li, R., Liu, P., Lian, Y., Zheng, X., Yan, J., et al. (2013). Single-cell RNA-Seq profiling of human preimplantation embryos and embryonic stem cells. *Nat. Struct. Mol. Biol.* 20, 1131-1139.

Zhang, X., Xue, B., Li, Y., Wei, R., Yu, Z., Jin, J., Zhang, Y., and Liu, Z. (2019). A novel chemically defined serum- and feeder-free medium for undifferentiated growth of porcine pluripotent stem cells. *J. Cell Physiol.* 234, 15380-15394.

# Supplementary material for: TDG is a pig-specific epigenetic regulator with insensitivity to H3K9 and H3K27 demethylation in nuclear transfer embryos
**Source:** Stem Cell Reports. 2021 Oct 21;16(11):2674–89. doi: 10.1016/j.stemcr.2021.09.012
**Supplement:** Document S2. Article plus supplemental information

# TDG is a pig-specific epigenetic regulator with insensitivity to H3K9 and H3K27 demethylation in nuclear transfer embryos

Xin Liu,<sup>1,2,6</sup> Lu Chen,<sup>3,6</sup> Tao Wang,<sup>1,2,6</sup> Jilong Zhou,<sup>1,2</sup> Zhekun Li,<sup>1,2</sup> Guowei Bu,<sup>1,2</sup> Jingjing Zhang,<sup>1,2</sup> Shuyuan Yin,<sup>1,2</sup> Danya Wu,<sup>1,2</sup> Chengli Dou,<sup>1,2</sup> Tian Xu,<sup>1,2</sup> Hainan He,<sup>1,2</sup> Wei Zhu,<sup>1,2</sup> Longtao Yu,<sup>1,2</sup> Zhiting Liu,<sup>1,2</sup> Xia Zhang,<sup>1,4</sup> Zhen-Xia Chen,<sup>3,\*</sup> and Yi-Liang Miao<sup>1,2,4,5,\*</sup>

<sup>6</sup>These authors contributed equally

<https://doi.org/10.1016/j.stemcr.2021.09.012>

## SUMMARY

Pig cloning by somatic cell nuclear transfer (SCNT) frequently undergoes incomplete epigenetic remodeling during the maternal-to-zygotic transition, which leads to a significant embryonic loss before implantation. Here, we generated the first genome-wide landscapes of histone methylation in pig SCNT embryos. Excessive H3K9me3 and H3K27me3, but not H3K4me3, were observed in the genomic regions with unfaithful embryonic genome activation and donor-cell-specific gene silencing. A combination of H3K9 demethylase KDM4A and GSK126, an inhibitor of H3K27me3 writer, were able to remove these epigenetic barriers and restore the global transcriptome in SCNT embryos. More importantly, thymine DNA glycosylase (TDG) was defined as a pig-specific epigenetic regulator for nuclear reprogramming, which was not reactivated by H3K9me3 and H3K27me3 removal. Both combined treatment and transient *TDG* overexpression promoted DNA demethylation and enhanced the blastocyst-forming rates of SCNT embryos, thus offering valuable methods to increase the cloning efficiency of genome-edited pigs for agricultural and biomedical purposes.

## INTRODUCTION

Pig cloning by somatic cell nuclear transfer (SCNT) holds great promise for agriculture and biomedicine and has been widely employed to produce genome-edited pigs for breed improvement (Xu et al., 2020a; Zheng et al., 2017), human disease research (Yan et al., 2018; Zhang et al., 2018), and organ donation (Niu et al., 2017; Yue et al., 2020). For example, by deleting *CD163* and *pAPN* in donor cells, cloned pigs exhibited resistance to porcine viruses such as PRRSV, TGEV, and PDCoV (Xu et al., 2020a). In addition, PERVKO-3KO-9TG recombined pigs were created for safe and efficient xenotransplantation, which carries 3KO to eliminate xenoantigens, 9TG to enhance immunological compatibility to humans, and PERVKO to prevent viral transmission (Yue et al., 2020). However, despite tremendous efforts over the last two decades, such as modulating embryonic epigenetic modifications (Zhao et al., 2010) and knocking out *XIST* in donor cells (Ruan et al., 2018), the birth of full-term cloned pigs remains inefficient (< 3%). Notably, SCNT embryos still exhibit a developmental block during the maternal-to-zygotic transition (MZT), which is considered the consequence of incomplete epigenetic reprogramming in somatic genomes.

In mouse cloning, this incomplete reprogramming has been successfully rectified. Histone 3 lysine 9 trimethyla-

tion (H3K9me3) was the first confirmed epigenetic barrier to prevent MZT. Overexpression with H3K9 demethylases in SCNT embryos, such as lysine-specific demethylase 4D (KDM4D) and KDM4B, was able to improve embryonic genome activation (EGA) and the blastocyst rate (~90%) (Liu et al., 2016; Matoba et al., 2014). Another repressive mark, H3K27me3, turned out to be more complicated. Injection of either *KDM6A* mRNA or *KDM6B* small interfering RNA reduced H3K27me3 enrichments in two-cell embryos and promoted blastocyst formation (Yang et al., 2018). A previous report also demonstrated that H3K4me3 impeded *Xenopus* nuclear reprogramming by maintaining the transcriptional memory of somatic cells (Hormanseder et al., 2017). However, anomalous H3K4me3 might not lead to the EGA arrest of mouse SCNT embryos (Liu et al., 2016). Before histone methylation resetting, DNA hypermethylation was identified in mouse cloning without an effective rescue approach (Tsuji et al., 2009; Yang et al., 2007). Recently, knocking down of DNA methyltransferase was determined to improve mouse cloned EGA and the blastocyst rate, and this rate was even higher (> 95%) when combined with histone demethylase overexpression (Gao et al., 2018). All these studies inspired us to investigate epigenetic barriers and defective factors during pig cloned MZT, which previously have not been comprehensively elucidated.

In the present study, we combined RNA sequencing (RNA-seq), ultra-low-input native chromatin immunoprecipitation sequencing (ULI-NChIP-seq), and whole-genome bisulfite sequencing (WGBS) to investigate histone modification and DNA methylation on the donor genome in pig SCNT embryos. More importantly, insufficient activation of thymine DNA glycosylase (TDG), a DNA demethylation regulator specifically expressed during the pig MZT, was defined as a novel barrier for nuclear reprogramming. Taken together, our study reveals a unique interplay between histone modification and DNA methylation in pig nuclear reprogramming and provides effective methods to overcome multiple epigenetic barriers in this process.

## RESULTS

### Identification of reprogramming-resistant genes and regions in pig SCNT embryos

Large-scale analyses of the embryonic transcriptomes have reported different MZT timing between *in vivo*-fertilized (IVO) embryos (four-cell stage) and SCNT embryos (eight-cell stage) (Cao et al., 2014a; He et al., 2019). Here, we investigated the RNA-seq profiles of two- to eight-cell IVO embryos (IVO2c, IVO4c, IVO8c), four- to eight-cell SCNT embryos (SCNT4c, SCNT8c), and the donor pig fetal fibroblasts (PFF) (Table S1). Both hierarchical clustering and principal component analysis (PCA) (Figures S1A and S1B) indicated that the transcriptional patterns of SCNT8c, but not SCNT4c, were close to IVO4c, reconfirming the MZT delay in SCNT embryos. Nevertheless, 93.4% of SCNT embryos displayed a developmental block at the four-cell stage when treated with transcriptional inhibitor  $\alpha$ -amanitin (Table S2), indicating that the newly synthesized RNA of SCNT4c is critical for the subsequent cleavage. Thus, we decided to analyze the transcriptional difference between IVO and SCNT embryos at the same four-cell stage.

By comparative analysis, 3,070 differentially expressed genes (DEGs) (fold change [FC] > 3, fragments per kilobase of exon per million mapped fragments [FPKM] > 5 in IVO4c,  $p < 0.05$ ) were highly expressed in IVO4c compared with IVO2c, termed EGA-ON genes (Figure S1C and Table S3). Among these, 734 and 1,106 genes were fully ( $FC \leq 2$ , IVO4c versus SCNT4c) and partially ( $2 < FC \leq 5$ ) activated in SCNT4c, while 1,230 genes failed to be activated (EGA-OFF;  $FC > 5$ ). Gene ontology (GO) analysis suggested that SCNT4c displayed competence for maternal mRNA decay and the defects for activating genes enriched in DNA-dependent transcription (Figure S1D). Next, 4,947 downregulated DEGs were identified in IVO4c compared with PFF ( $FC > 3$ , FPKM > 5 in PFF,  $p < 0.05$ ), termed PFF-OFF genes (Figure S1E and Table S3). Most genes were fully (3,678;  $FC \geq 5$ , PFF

versus SCNT4c) and partially (740;  $2 \leq FC < 5$ ) decreased in SCNT4c, which are implicated in the Wnt signaling pathway, cell junction, and epithelium morphogenesis. Only 529 genes (PFF-ON;  $FC < 2$ ) were still highly expressed during cloned MZT, and were partially involved in DNA damage response and protein ubiquitination (Figure S1F).

To comprehensively dissect the difference of protein-coding and non-coding transcripts, we also performed a sliding window strategy as previously reported (Chung et al., 2015; Matoba et al., 2014). Compared with IVO2c, IVO4c harbored 2,704 EGA-ON genomic regions ( $FC > 5$ , reads of exon per million mapped reads [RPM] > 10 in IVO4c,  $p < 0.01$ ) (Figure 1A and Table S4). Among these, 708 regions were fully activated ( $FC \leq 2$ , IVO4c versus SCNT4c), 1,251 regions were partially activated ( $2 < FC \leq 5$ ), and 745 regions were deficiently activated in SCNT4c (EGA-OFF;  $FC > 5$ ). We also identified 3,380 PFF-OFF regions that were silenced in IVO4c compared with PFF ( $FC > 5$ , RPM > 10 in PFF,  $p < 0.01$ ) (Figure 1B and Table S4). Among these, 589 regions kept their expression levels in SCNT4c as those in PFF ( $FC < 2$ , PFF versus SCNT4c), termed PFF-ON regions. Meanwhile, 1,721 and 1,070 regions were fully ( $FC \geq 5$ ) or partially ( $2 \leq FC < 5$ ) restored to the transcriptional quiescence state in SCNT4c. Here, all these EGA-OFF/PFF-ON genes and regions are termed “reprogramming-resistant genes and regions” in SCNT4c.

How the deposited data were processed for this re-analysis (not part of the article)

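The values analysed here are the normalized signal of each feature as deposited by the authors. According to the paper, the authors trimmed the reads with Trimmomatic 0.39, aligned them to Sscrofa11.1 with STAR 2.5.3a, kept uniquely mapped reads, assembled transcripts with StringTie 2.1.2 and counted reads with HTSeq 0.9.1. The paper took its fold changes from DESeq2 1.22.1. The values are counts divided by a factor for each library, and the source of the factor was not tested. The design, set before the values were seen, assumed normalized values. The strand setting of the counting and the sequencing batches are not stated in the paper.

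In each library the values were whole multiples of the value of 1 read, so the whole reads could be recovered by division. The table had 43535 entries, of which 241 were removed because their gene ID was already listed. Of the known genes, 98.2% matched the annotation by ID or symbol. The analysis used R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

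The values were used as log2(value + 1). Features with a mean of at least 10 over the libraries of a fit were tested with limma, with an intensity trend in the empirical Bayes step. The 12 embryo libraries of SCNT4c, SCNT4c-KG, SCNT4c-TDG and SCNT8c were fitted together, and PFF was compared with SCNT4c in a fit of 6 libraries. Adjusted p-values in the text are Benjamini-Hochberg values from limma unless another tool is named. A change needed an adjusted p under 0.05 and a fold change above 2. With 3 against 3 libraries the smallest two-sided exact permutation p is 0.1.

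Alternatives set before the data were seen were a pseudocount of 0.1 or 10, all features above 0, a minimum mean of 50, quantile normalization, the same total in each library, edgeR and DESeq2 on the recovered reads, a fit of only the 2 groups compared, no fold change limit, a minimum mean in PFF of 10 or 200 for the donor genes, Spearman rho for the library correlations, and each library left out in turn. A replicate block was also planned, but it was not fitted for comparisons with SCNT4c, whose samples the labels number in conflicting ways. Settings added after the data were seen were the sum of a gene with the assembled transcripts of its locus and the replicate number as a block in a fit of SCNT4c-TDG and SCNT4c-KG alone. The replicate numbers were checked for pairing by correlating the deviations of libraries with the same number from their group means. These correlations lay between -0.061 and 0.196, so the numbers were not treated as pairs.

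The genes reported are those that the paper names for its RNA results, the enzymes of its treatments, and the 5 largest rises and falls of each comparison of embryos. For the latter, a gene needed a change, replicates that do not overlap between the groups, and a mean of at least 100 in the higher group. Some genes that this rule selects are not reported here. Known genes were placed by the annotation of Sscrofa11.1.

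Marker lists for fibroblasts, cumulus cells, maternal transcripts, mitochondrial genes and ribosomal protein genes were written before the values were seen. Each was tested with camera at a preset correlation between genes of 0.01, and p-values were adjusted over the 20 tests of 5 lists in 4 comparisons. The alternatives were fry and camera with a correlation estimated for each list.

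In a self-test on simulated reads, 199 of 16501 genes were changed. The limma test recovered 25.1% of them, and 37.1% of those changed 4-fold or more. It made 50 calls, of which 0 were wrong, and the slope of the log2 fold changes on the simulated ones was 1.02. DESeq2 recovered 38.2%, but 29.6% of its 108 calls were wrong, and it called 27 genes where nothing had been changed, against 0 for limma and edgeR. A small number of calls here can therefore miss most changed genes, and is by itself only weak evidence that little changed.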

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

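The tests of read depth and of doxycycline for the mitochondrial reads, of the normalization for *ZC3H10*, and of the 8-cell shift and donor RNA for the ribosomal protein genes were chosen after the results were seen. The paper does not take up the results of this part. No cause is assigned, and the treatments remain untested as one.

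Ribosomal protein genes rose together. Of 82 listed genes, 74 were tested. Their median log2 fold change against SCNT4c was 4.82 in SCNT4c-KG, where 73 were higher and 69 changed (72 with the p adjusted over the list alone). It was 2.43 in SCNT4c-TDG, where 66 were higher and 61 changed (62 over the list alone). The camera adjusted p was 4.6e-47 and 5.8e-25. The calls in both groups held under fry (adjusted p 9.3e-06 and 0.000459) but not with a correlation estimated for the list (adjusted p 0.241 and 0.294). In SCNT4c-TDG against SCNT4c-KG the median was -1.88 and 0 genes were higher (camera adjusted p 2.4e-34; 63 changed, 66 over the list alone). The genes held 0.909% of the values in SCNT4c, 7.78% in SCNT4c-KG, 2.54% in SCNT4c-TDG, 1.86% in SCNT8c (2.12%, 2.54% and 0.913% in replicates 1, 2 and 3) and 3.95% in PFF.

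The other scalings gave a median of at least 2.59 in both groups, so the authors' normalization does not explain the rise. In 289 genes matched on exon length, GC content and SCNT4c level, the median was 0.83 in SCNT4c-KG, far less than in the list. RNA of donor fibroblasts does not explain it either. The share of 7.78% in SCNT4c-KG is above that of PFF itself. In SCNT4c-TDG, the level of 16 fibroblast genes had a median of 0.178% of PFF, where 53.7% of the RNA would have to come from fibroblasts. In SCNT8c the same list had a median log2 fold change of 0.95 against SCNT4c, with 68 genes higher, 14 changed (40 over the list alone) and a camera adjusted p of 5.9e-18, which fry did not keep. A shift towards the 8-cell stage may thus account for part of the rise, and these libraries cannot settle it.

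Mitochondrial features held 8.70% ± 0.629 of the reads in SCNT4c-TDG, against 1.21% ± 0.261 in SCNT4c, 2.15% ± 0.361 in SCNT4c-KG, 1.96% ± 0.420 in SCNT8c and 0.813% in PFF (SD, n = 3). All 5 detected mitochondrial features were higher than in SCNT4c, so the rise was not confined to a single feature. It was uneven, since *CYTB* added the most signal, from 59946 in SCNT4c to 749504 in SCNT4c-TDG. *ND5* came next, from 125370 to 424946. DNA in the libraries stays open. The rise for each kb differed 7.06-fold between the 3 protein-coding genes with at least 1% of the mean of *ND5*, but 9 of 13 mitochondrial genes are listed at 0, so the counting itself makes the genes uneven. Read depth does not explain it, since SCNT4c-KG had the fewest reads and a share of 2.15%. An effect of doxycycline or of the transgenic donor cells could not be examined, because 0 of the 15 libraries had doxycycline without *TDG* induction. Of 13 mitochondrial genes 4 were tested. Their median log2 fold change against SCNT4c was 3.26 in SCNT4c-TDG (camera adjusted p 1.8e-05; 4 changed, 4 over the list alone), 1.90 in SCNT4c-KG (0.00864; 3 and 3) and 0.65 in SCNT8c (0.0206; 0 and 3). It was 1.43 in SCNT4c-TDG against SCNT4c-KG (0.000444; 2 and 4). The call in SCNT8c was lost under fry, and none held with an estimated correlation.

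*ZC3H10* was 169.8 ± 18.7 in SCNT4c and 53759.5 ± 3052 in SCNT4c-KG (SD, n = 3), a log2 fold change of 8.30 (limma adjusted p = 1.0e-10). It was 13316 ± 1600.5 in SCNT4c-TDG and 14981.5 in PFF. The smallest value among the other scalings was 8.21, so the normalization does not explain the rise. All features of the locus summed gave 8.17, so reads moved between features do not explain it.

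Of the assembled transcripts without gene name, 792 were higher in SCNT4c-KG and 640 in SCNT4c-TDG than in SCNT4c, 407 of them in both. More were lower, 1209 in SCNT4c-KG and 1175 in SCNT4c-TDG. The known genes at their loci had a median log2 fold change of 0.21 in SCNT4c-KG and 0.73 in SCNT4c-TDG, but 45.6% and 38.3% of them were lower. Reads moved from known genes to the transcripts thus stay open at many loci. At their loci, 190 and 161 of the transcripts had no known gene.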

How the results depend on the processing

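Here each result is given with the settings that moved it. Unless stated, the settings were set before the data were seen, and the cause of a move was not tested.

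The number of features changed in SCNT8c against SCNT4c (1096) was the least stable. It was 1662 with a pseudocount of 10, 601 with all features above 0, 2733 with DESeq2 on recovered reads and 0 in the fit of the 2 groups compared. With each library left out it ranged from 31 (without SCNT4c replicate b) to 6133 (without SCNT8c replicate 3), and 1091 of these 6133 were among the 1096. The share of changed features that were higher was 45.3%, but 57.0% with quantile normalization, 79.5% with edgeR and 71.8% with DESeq2. Neither the number nor its balance of rises and falls should be relied on.

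The balance of rises and falls against SCNT4c also changed sides. The share that was higher was 47.3% in SCNT4c-KG and ranged from 43.6% with the same total in each library to 53.5% without SCNT4c replicate a. In SCNT4c-TDG it was 47.1% and ranged from 42.0% in the fit of the 2 groups compared to 56.2% with the same total in each library.

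For SCNT4c-TDG against SCNT4c-KG (3070), the fit of the 2 groups compared gave 4989, and each library left out gave 1794 to 2521. The share that was higher moved from 43.6% to 64.2% with the same total in each library. With the replicate number as a block in this fit, a setting added after the data were seen, the number was 4805. No paired analysis was possible because the labels number the SCNT4c samples in conflicting ways, so the comparisons with SCNT4c have no block.

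For SCNT4c against PFF (15083), a minimum mean of 50 gave 10020, since fewer features were tested. The all-gene median shifted by 0.28 (SCNT4c-TDG against SCNT4c) and 0.36 (SCNT4c-TDG against SCNT4c-KG) with the same total in each library. Against SCNT4c it shifted in SCNT4c-KG, SCNT4c-TDG and SCNT8c by 0.11, 0.18 and 0.33 with quantile normalization, by 0.17, 0.17 and 0.30 with edgeR, and by 0.22, 0.19 and 0.37 with DESeq2.

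The correlation of the changes in SCNT4c-KG and SCNT4c-TDG (0.742) was 0.722 with a pseudocount of 0.1, 0.756 with a pseudocount of 10, 0.710 with all features above 0, 0.777 with a minimum mean of 50, 0.730 with edgeR and 0.777 in the fits of the 2 groups compared. With each library left out it was 0.723 to 0.758.

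Of the 6 EGA-OFF genes, 2 were higher in SCNT4c-KG and 2 in SCNT4c-TDG. With each gene summed with the assembled transcripts of its locus, added after the data were seen, 5 were higher in SCNT4c-KG and 4 in SCNT4c-TDG. *TRIM8* in SCNT4c-TDG (-0.93) ranged from -1.67 to 0.16 with each library left out, with the sign reversed without SCNT4c replicate a. Genes with a mean under 50 have no value under that minimum.

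The class of donor genes lower by less than 2-fold (3185) held 5484 with a mean of at least 10 in PFF, which adds features. The share of donor-level genes lowered in SCNT4c-KG (63.4%) was 71.2% with a mean of at least 200 in PFF, 73.0% with the same total in each library and 59.5% to 69.3% with each library left out. In SCNT4c-TDG (56.2%) it was 50% with a mean of at least 200 in PFF and 45.7% to 62.9% with each library left out.

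Marker list calls depended on the correlation between genes. With a correlation estimated for each list, none of the 20 tests had an adjusted p under 0.05. Calls that were lost are, for the mitochondrial list, SCNT4c-KG (0.333), SCNT4c-TDG (0.241), SCNT8c (0.352) and SCNT4c-TDG against SCNT4c-KG (0.255). For the ribosomal protein list they are SCNT4c-KG (0.241), SCNT4c-TDG (0.294), SCNT8c (0.333) and SCNT4c-TDG against SCNT4c-KG (0.255). For the maternal list they are SCNT8c (0.294) and SCNT4c-TDG against SCNT4c-KG (0.459), and for the fibroblast list SCNT8c (0.483). Under fry, the fibroblast, mitochondrial and ribosomal protein lists in SCNT8c and the maternal list in SCNT4c-TDG against SCNT4c-KG each had 0.0572. The direction of the maternal list in SCNT4c-KG was reversed under fry (0.897), where neither test made a call.

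With a pseudocount of 10, the mean library correlations rose to 0.770 for SCNT4c-KG with SCNT4c, 0.794 for SCNT4c-KG with SCNT8c, 0.877 for SCNT4c-KG with SCNT4c-TDG, 0.792 for SCNT4c-TDG with SCNT4c, 0.821 for SCNT4c-TDG with SCNT8c and 0.872 for SCNT8c with SCNT4c. SCNT4c-KG with SCNT4c-TDG was 0.847 with a minimum mean of 50 and 0.815 as Spearman rho. SCNT4c-KG with SCNT4c-TDG remained the highest of those that involve a treated group.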

Differences from the paper's values

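The values below differ from those of the paper. The causes were not tested. The paper's own FPKM values were used only for comparison in this part.

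*TDG* in SCNT4c-KG against SCNT4c had a log2 fold change of about 0.81 in the paper (Figure 6A, read by eye) and 1.46 here. Of the alternatives set before the data were examined, only the fit without SCNT4c replicate b (1.08) came near the paper's value. The paper states that the treatment did not rescue *TDG*. Here the rise had an adjusted p under 0.05 and a fold change above 2 in all 15 alternatives, yet the mean stayed far under that of SCNT4c-TDG. The paper's methods count an EGA-OFF gene as reactivated at a fold change above 2 with an adjusted p under 0.05. By that rule *TDG* counted as reactivated here, with a 2.55-fold higher mean (limma adjusted p = 0.00195). This conflicts with the paper's statement that *TDG* was not reactivated. Whether *TDG* reached the IVO level was not analysed here.

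The mean number of reads in SCNT4c-KG is 38900097 uniquely mapped in Table S1 and 13462149 counted on features here. No alternative changes this number. Table S1 and the recovered reads also order the groups differently. In PFF and SCNT8c, more reads were counted on features here than Table S1 lists as mapped.

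*CSTF1* in SCNT4c-KG had a log2 fold change of 3.01 here and of 1.48 in the paper's Table S3. The value was 2.90 to 3.21 over the alternatives set before the data were examined, none of which came near. Table S3 gives differences of log2(FPKM + 1), which lie closer to 0 for low values, so the scales are not the same.

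For *KLF17*, *UBTFL1* and *ZSCAN4*, Table S3 is compared with the gene summed with the assembled transcript of its locus, a choice made after the data were seen. Of the alternatives set before the data were examined, only the fit of all features above 0 gives *UBTFL1* and *ZSCAN4* a value on their own entries, and none gives *KLF17* one. In SCNT4c-TDG it was 0.64 for *UBTFL1*, near the paper's value, and 0.69 for *ZSCAN4*. In SCNT4c-KG it was 2.38 for *ZSCAN4* and 0.19 for *UBTFL1*, the latter far from the paper's 1.43. *KLF17* was 1.81 in the paper and 3.41 here in SCNT4c-KG, and -0.98 and 1.96 in SCNT4c-TDG. *UBTFL1* was 0.41 in the paper and 1.81 here in SCNT4c-TDG. *ZSCAN4* was -2.52 in the paper and 2.09 here in SCNT4c-KG, and -4.60 and 0.40 in SCNT4c-TDG. The values given for the paper were computed here from the FPKM of Table S3, as for *CSTF1*, and its text does not state them. By qPCR, the paper reports a rise of *KLF17* and *ZSCAN4* with the combined treatment, the same direction as the sums here. It also links *KLF17* to restored transcription in SCNT4c-TDG. The assembled transcripts may not be transcripts of these genes, so these values are a weak ground for a difference. Counting all 6 genes with such sums gave 5 higher in SCNT4c-KG.

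*DNMT1* is downregulated by KDM4A and GSK126 in the paper. Here its log2 fold change was 5.63, and it was positive under every alternative. Its values in SCNT4c were under 12, and its means in PFF and SCNT8c were only 19.2 and 5.92. The entry may thus hold few of the gene's reads, so neither size nor sign is certain for the gene as a whole. The assembled transcript at the locus also rose (log2 fold change 1.78). *DNMT3B* fell in both.

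*TRIM8* is among the genes restored in SCNT4c-TDG in the paper. Here its log2 fold change was -0.93 with a limma adjusted p of 0.597, and no setting called it. *TRIM8* was already far lower in SCNT4c (28.5) than in PFF (1173), so little was left to fall. *USP5* was also lower in SCNT4c (638) than in PFF (2453). The paper classes both as PFF-ON genes, but neither stood at the donor level in SCNT4c here.

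*RTFDC1* lies in a region restored in SCNT4c-KG in the paper. Its log2 fold change of 0.98 was under the limit here. It passed with edgeR (1.10), with DESeq2 (1.15), without SCNT4c replicate a (1.04) and without SCNT4c-KG replicate 3 (1.11). *SELENOP*, in the region silenced in SCNT4c-KG, had too few reads on its entry for a test.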

Other observations

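The 8-cell test of *KDM4A*, the test of *GAPDH* with assembled transcripts and both tests of SCNT8c replicate 3 were chosen after the results were seen.

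In each of the 5 comparisons (SCNT4c-KG, SCNT4c-TDG and SCNT8c against SCNT4c, SCNT4c-TDG against SCNT4c-KG, and SCNT4c against PFF), only 1 of 10 splits of the 6 libraries into 3 and 3 gave as many changed features as the real one, which was the real one itself. The largest other split gave 1 feature for SCNT8c and 0 for the rest. With 10 splits, a grouping by chance and a real difference cannot be told apart at a smaller p than 0.1. In the 20 simulations of unchanged groups, 0 features changed in SCNT4c-KG or SCNT4c-TDG, against 7054 and 6300 here. Their noise was drawn apart for each feature, without shifts of whole libraries, so they cannot exclude a grouping by chance. Replicates did not overlap for 53.9% and 58.4% of features, where chance gives 10%. The lowest library r within PFF, SCNT4c, SCNT4c-KG and SCNT4c-TDG was 0.9855, 0.870, 0.868 and 0.937. The highest r was 0.271 between SCNT4c and PFF and 0.830 between SCNT4c-TDG and SCNT4c-KG. With SCNT4c it was 0.737 for SCNT4c-KG and 0.774 for SCNT4c-TDG. Libraries of a group were thus always nearer to each other. These values argue against a grouping by chance for these comparisons, although features are not independent. The r within SCNT8c (0.765 to 0.885) and with SCNT4c (0.742 to 0.889) overlapped, so for SCNT8c it stays open.

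The changes in SCNT4c-KG and SCNT4c-TDG share their SCNT4c libraries. With different SCNT4c libraries for the 2 changes, their mean correlation was 0.612, so the shared libraries do not explain all of it. For SCNT8c the same test gave 0.294 with SCNT4c-KG and 0.334 with SCNT4c-TDG. With shared libraries these were 0.444 and 0.501, against a mean of 0.499 and 0.500 in simulated unchanged groups. The number of libraries and the equal spread of the simulation fix these means in advance. Of the 1096 features changed in SCNT8c, 658 changed alike in SCNT4c-KG and 37 went opposite ways, and 583 and 44 in SCNT4c-TDG. Shared libraries raise such counts.

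The rise of *TDG* in SCNT4c-KG is not explained by the authors' normalization, since the value nearest to 0 among the other scalings was 1.35. Transcription through the locus stays open. The median of the other tested features there was -2.68, but *NFYB* rose by 1.497 and the strand of the counting is not stated. *KDM4A* rose in SCNT4c-TDG, where it was not injected. The smallest value among the other scalings was 2.26, and it was -0.82 in SCNT8c against SCNT4c, so neither the normalization nor a shift towards the 8-cell stage explains it.

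*GAPDH* fell in both treated groups. The value nearest to 0 among the other scalings was -1.43, so the normalization does not explain the fall. With the assembled transcripts of its locus it was -1.56, so reads on these do not explain it. All features of the locus summed changed little (-0.043 in SCNT4c-KG and -0.194 in SCNT4c-TDG), because *MRPL51* there rose from 421 to 2463 and 2271. This is what reads counted on another feature in place of *GAPDH* would give, and a rise of *MRPL51* itself would give it too, so the fall of *GAPDH* is open. Relative to *GAPDH*, the fold of means of *TDG* would be 8.05 in place of 2.55 in SCNT4c-KG.

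Of 19518 protein-coding genes, 2230 (11.4%) were listed at 0 in all libraries, among them *TET1*, *TET2*, *TET3* and 9 of 13 mitochondrial genes. The share was 1.89 percentage points higher at loci with an assembled transcript than at loci without (12.2% and 10.3%). Overlap with such transcripts may thus take reads from known genes, but it would account for few of them. A value of 0 in this table is no proof of absent RNA.

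After the trend on GC content and length was removed, 83.9% of the known genes changed in SCNT4c-KG and 88.4% of those in SCNT4c-TDG were still changed. Such a bias explains at most a small part.

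Selecting donor-level genes on the SCNT4c libraries used for the fold change raised the share lowered in SCNT4c-KG. With another library it was 46.9%, against 27.8% of all donor genes in single libraries. Of all donor genes, 50.0% were already lower by 5-fold or more in SCNT4c. They are thus no matched comparison, and the excess over them cannot show that the selected genes fell more readily.

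SCNT8c replicate 3 correlated with SCNT4c at a mean r of 0.872, more than with the other SCNT8c libraries. Its 18083559 reads (18.1M) are like those of its group, so read depth does not explain this. A mislabelled or mixed sample could, and so could slower embryos. Its sample record carries another number than its column.

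The maternal list fell in SCNT8c against SCNT4c, with 0 of 15 genes higher (median -1.65, camera adjusted p 2.6e-05; 4 changed, 9 over the list alone), a call that fry kept (0.0214). In SCNT4c-TDG against SCNT4c-KG its median was -0.85 (0.00678; 4 and 5). It had no call in SCNT4c-KG (-0.44, 0.945; 7 and 10) or SCNT4c-TDG (-0.82, 0.128; 7 and 8). The fibroblast list of 16 tested genes fell in SCNT8c (-1.055, 0.0388; 3 and 7) and had no call in SCNT4c-KG (-0.69, 0.781; 10 and 10), SCNT4c-TDG (-0.97, 0.304; 7 and 9) or between these groups (-0.33, 0.233; 2 and 2). The cumulus list of 6 tested genes had no call in SCNT4c-KG (-1.43, 0.636; 3 and 3), SCNT4c-TDG (-0.53, 0.636; 1 and 1), SCNT8c (-0.55, 0.694; 0 and 0) or between the treated groups (-0.69, 0.827; 1 and 4).

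*MBD4*, another glycosylase gene, rose from 7.51 in SCNT4c to 288 in SCNT4c-KG and 329 in SCNT4c-TDG, with log2 fold changes of 5.14 and 5.33 (limma adjusted p 1.1e-05 and 9.4e-06).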
